# Identification of the Similarities and Differences of Molecular Networks Associated With Fear Memory Formation, Extinction, and Updating in the Amygdala

**DOI:** 10.3389/fnmol.2021.778170

**Published:** 2021-12-02

**Authors:** Jinfeng Su, Pingping Li, Qishuai Zhuang, Xing Chen, Xiaoning Zhang, Xiaobing Li, Jingxian Wang, Xiaohan Yu, Yue Wang

**Keywords:** fear memory, amygdala, extinction, retrieval, circRNAs, competing endogenous RNA

## Abstract

Abnormality of fear memory is one of the important pathogenic factors leading to post-traumatic stress disorder (PTSD), anxiety disorder, and other mental disorders. Clinically, although exposure therapy, which is based on the principle of fear memory extinction, has a certain effect on these diseases, it still relapses frequently in some cases. These troubles can be effectively solved by retrieving the memory in a certain time window before the extinction of fear memory. Therefore, it is generally believed that the extinction of fear memory is the result of forming new safe memory to competitively inhibit the original fear memory, while the retrieval-extinction operation is the updating or erasure of the original fear memory, thus, which has greater clinical therapeutic potential. However, what are the detailed molecular networks, specifically the circular RNAs (circRNAs), involved in fear memory updating, and the differences with fear extinction, are still unknown. In this study, we systematically observed the expression of mRNAs, microRNAs (miRNA), long non-coding RNAs (lncRNAs), and circRNAs in the basolateral amygdala of mice after fear memory formation, extinction, and updating by whole-transcriptional sequencing, then a variety of inter-group comparison and bioinformatics analysis were used to find the differential expressed RNAs, enrich the function of them, and construct the molecular interaction networks. Moreover, competing endogenous RNA (ceRNA) molecular networks and transcriptional regulatory networks for the candidate circRNAs were constructed. Through these analyses, we found that about 10% of molecules were both involved in the fear memory extinction and formation, but the molecules and their signaling pathways were almost completely different between fear memory extinction and updating. This study describes a relatively detailed molecular network for fear memory updating, which might provide some novel directions for further mechanism research, and help to develop a specific physical method for fear memory intervention, based on the regulation of these key molecules.

## Introduction

Post-traumatic stress disorder (PTSD), an increasingly common mental disease in modern society, is closely related to the inability to extinguish traumatic fear memory (Shalev et al., 2017; Series, 2019). Among the effective treatments for PTSD in the clinic, exposure therapy, which is based on the principle of fear memory extinction, is usually used in patients who are confronted with the original traumatic stimulus in a safe environment such that the emotional reaction to some “terrible” cues can be alleviated (Ostacher and Cifu, 2019). Although this behavioral treatment strategy has a certain curative effect, relatively frequent relapses of PTSD still occur. Extinction training of conditioned fear memories in the laboratory is similar to exposure therapy. After the passing of time (spontaneous recovery, SR), experiencing the aversive stimulus again (reinstatement, RI), or being in the conditioning context (renewal), fear memory is more likely to appear (Bouton, 2002; Quirk, 2002; Monfils et al., 2009). Therefore, the original fear memory is not erased but competes with a new safe memory. Since both fear memory extinction and formation depend on the construction of new memories, the molecular mechanisms involved in them are thought to be very similar.

In 2009, Monfils et al. (2009) found that if extinction training was conducted in a short period after the retrieval of fear memory, the effect of extinction might be permanent such that SR, RI, and renewal would not occur. Thus, the original fear memory has likely been erased in addition to the new learning of conditioned stimulus (CS) with a safe experience. The retrieval-extinction protocol has been shown to promote greater longer-lasting extinction in both animal and human studies, which provides insights into the treatment of some mental disorders, such as PTSD and drug addiction (Schiller et al., 2010; Xue et al., 2012; Graff et al., 2014; Jones and Monfils, 2016). Although the method was effective, the underlying mechanism remains unclear, which affects its applicability (Costanzi et al., 2011; Graff et al., 2014). Moreover, a growing number of unsuccessful repeats using the retrieval-extinction approach suggested that the contradiction will increase if the paradigms are merely imitated from the original theory without behavioral adjustment based on some objective and key indicators (Ishii et al., 2012; Luyten and Beckers, 2017; Chalkia et al., 2020). Therefore, the detailed molecular network involved in retrieval-extinction and the difference from extinction training must be delineated.

Notably, 80% of the genome is transcribed into non-coding RNAs (ncRNAs), which express in almost all parts of the body and may participate in the physiological functions and the pathological changes of these organs (The ENCODE Project Consortium, 2012). Over the past two decades, ncRNAs, which display specific spatiotemporal expression patterns across diverse species, have been extensively implicated in multiple biological processes (BPs), such as epigenetic regulation, chromatin remodeling, transcription control, and posttranscriptional processing (Eddy, 2001). A growing number of ncRNAs have been identified to play important roles in the pathogenesis of neurodegenerative disorders (Lukiw, 2013; Ma et al., 2020) and the process of fear memory formation and extinction (Lin et al., 2011; Xu et al., 2018; Malan-Muller et al., 2020). However, researchers have not determined whether and how ncRNAs are involved in retrieval-extinction-induced fear memory updating. Moreover, circular RNAs (circRNAs), as a structurally distinct class of RNA, are enriched and highly stable in the brain synapses, which predict these RNAs may serve as “memory molecules” (Zajaczkowski and Bredy, 2021), but so far fewer pieces of evidence indicate the role and regulatory mechanism of circRNAs in different stages of memory.

In this study, we collected basolateral amygdala tissues, one key area for the regulation of fear memory, from control mice and mice subjected to cued fear conditioning training, extinction training, and retrieval-extinction training. Whole transcriptome sequencing was then used to verify the differential expression profiles of ncRNAs and mRNAs during these memory processes, and specific molecular interaction pathways were subsequently screened by conducting bioinformatics analyses. Our findings indicated that some ncRNAs might be important in the processes of fear memory formation, extinction, and retrieval-extinction and clarified the associations and differences between extinction and retrieval-extinction or memory formation.

## Materials and Methods

### Animals

Specific-pathogen-free (SPF)-grade male adult (10 wk) C57BL/6J mice with a body weight of (22 ± 2) g were purchased from Vital River Laboratories (Beijing, China) and raised by special personnel in the animal room. The light/dark cycle was 12/12 h, and the mice were free to forage and drink. All operations were in accordance with the management and ethics regulations of Shandong First Medical University on the use of experimental animals. Mice were randomly divided into four groups, namely, control (C), memory formation (F) group, fear memory extinction group (E), and fear memory retrieval-extinction (RE) group.

### Behavioral Procedures

The procedures were followed previous reports with a few modifications (Clem and Huganir, 2010).

#### Cued Fear Conditioning Training

Mice were trained and tested in fear conditioning chambers (25 cm × 25 cm × 25 cm, Panlab, Harvard Apparatus, Holliston, MA, USA). Training consisted of a 3 min freely exploration of the context (Context A), followed by three repetitions of 30 s tone exposure (2 KHz, 90 dB, CS) and a foot shock at the last 1 s [0.6mA, unconditioned stimulus (US)]. The CS-US pair was presented with 60 s intervals. After the last foot shock, the mice remained in the chamber for an additional 120 s before returning to the home cage. Freezing behavior was defined as the complete absence of movement except breathing.

#### Fear Memory Test

After 24 h training, animals were exposed to a different context (context B) with fear conditioning training. After 3-min free exploration, three tones (2 KHz, 90 dB, and 30 s) were given without tone shocks. Cue presentations were separated by 60 s. The percent of freezing was calculated by freezing times/total tone exposure times × 100%.

#### Extinction Training

After 24 h training, mice were exposed to context B. After 3 min freely exploration, mice were presented with the tone (2 KHz, 90 dB, and 30 s) 18 times with 60 s intertrial interval and no foot shocks. Thirty minutes later, the same extinction training was repeated. The percent of freezing in each trial was calculated by freezing times/total tone exposure times × 100%.

#### Retrieval-Extinction Training

After 24 h training, mice received a retrieval trial in context B, in which mice were explored with a tone (2 KHz, 90 dB) for 30 s without foot shocks. Then the mice were returned to their home cage for 1 h, after which they received the extinction training.

#### Spontaneous Recovery Test

About 10 days after retrieval-extinction training, mice were tested for fear memory by exposing them to the context B for three tones (2 KHz, 90 dB, and 30 s) treatment. The percent of freezing was calculated by freezing times/total tone exposure times × 100%.

#### Reinstatement Test

One day after retrieval-extinction training, mice received two unsignaled footshocks (0.6 mA) in context B without tone presentation. The next day, they were tested for fear memory by exposure to the tone (2 KHz, 90 dB, and 30 s) three times without foot shocks in context B. The percent of freezing was calculated by freezing times/total tone exposure times × 100%.

#### Renewal Test

For the renewal experiment, mice acquired fear in context A, then retrieved and extinguished in context B. About 24 h later, mice were tested for fear renewal in context A for three tones (2 KHz, 90 dB, and 30 s) treatment. The percent of freezing was calculated by freezing times/total tone exposure times × 100%.

### Tissue Collection and RNA Isolation

One hour after fear conditioning training (F group) or the last extinction training (E and RE group), mice were anesthetized with isoflurane, then their brains were quickly collected and placed in a mouse brain slicer (RWD, China). Coronal sections (1-mm thick) from −0.58 to −2.06 mm (anterior-posterior coordinate relative to bregma) were collected and most of the basolateral part of the amygdala was isolated following delineations from the mouse brain atlas under a dissecting microscope (refer to Supplementary Figure S1). The tissue was dissected on ice and stored at −80°C until use. The control group performed the same procedure as the F group except that they were not given foot shocks. The tissues of control mice were collected at the same time as the F group.

Total RNA was extracted from the frozen tissues with TRIzol reagent (Life Technologies, Carlsbad, CA, USA). The RNA concentration of each sample was measured by NanoDrop ND-1000 (Thermo, Waltham, MA, USA). The RNA samples will pass the quality control if a qualifying ratio of OD260 to OD280 is in the range of 1.8–2.1. The RNA sample integrity and gDNA contamination were determined by denaturing agarose gel electrophoresis.

### RNA Library Preparation and Sequencing

RNA library preparation and high throughput sequencing were performed by Cloud-Seq Biotech (Shanghai, China). Briefly, for mRNAs, long non-coding RNAs (lncRNAs), and circRNAs sequencing, total RNA was firstly removed from the rRNAs with NEBNext rRNA Depletion Kit (New England Biolabs, Inc., Ipswich, MA, USA) according to the instructions of the manufacturer. Then, rRNA-depleted RNA was used to construct the RNA libraries by using NEBNext® Ultra™ II Directional RNA Library Prep Kit (New England Biolabs, Inc., Ipswich, MA, USA) following the instructions of the manufacturer. After that, BioAnalyzer 2100 system (Agilent Technologies, Inc., Santa Clara, CA, USA) was used to evaluate the quality and quantity of Libraries. Library sequencing was performed on Hiseq 4000 (Illumina, San Diego, CA, USA) with 150 bp paired-end reads.

For microRNA (miRNA) sequencing, the total RNA of each sample was used to prepare the miRNA sequencing library following next steps: (1) 3′-adaptor ligation; (2) 5′-adaptor ligation; (3) cDNA synthesis; (4) PCR amplification; and (5) size selection of ~150 bp PCR amplicons. The libraries were denatured as single-stranded DNA molecules, captured on Illumina flow cells, amplified *in situ* as clusters, and finally sequenced for 50 cycles on Hiseq 4000 (Illumina, San Diego, CA, USA). All data had been uploaded to GEO (GSE 185808, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE185808).

### Data Processing

After sequencing on the Illumina HiSeq 4000 sequencer, paired-end reads were harvested. Q30 was used for quality control, and cutadapt1 software was applied to remove joints, remove low-quality reads, and obtain high-quality reads. For circRNA analysis, STAR software (v2.5.1.b, Cold Spring Harbor Laboratory, New York, NY, USA) was used to compare high-quality reads to the reference genome/transcriptome, and DCC software (v0.4.4, Dieterich Lab, Heidelberg, Germany) was applied for circRNA detection and identification. CircBase database and Circ2Traits were applied to annotate the identified circRNAs. For lncRNA and mRNA analysis, HISAT2 software (v2.0.4, Kim Lab, Texas, TX, USA) was applied to compare high-quality reads to the mouse reference genome (UCSC mm10). Then, under the guidance of the gtf gene annotation file, the software cuffdiff (v2.2.1, Cole Trapnell's Lab, Washington, DC, USA) was applied to obtain the fragments per kilobase of exon per million fragments mapped (FPKM) values of lncRNA and gene-level mRNAs at the transcript level, which were used as the expression profiles of lncRNA and mRNAs, and the multiple changes and *p*-values between the two samples were calculated to screen the differentially expressed lncRNAs (DELs) and mRNAs. The steps of miRNA analysis were as follows. After sequencing with illumine sequencer, image analysis, and base recognition, the original reads after quality control were harvested. Then, Q30 was used for quality control, and Cutadapt software (v1.9.3, NBIS, Uppsala, Sweden) was applied to delink the original reads, remove low-quality reads, and retain reads with a length ≥15 nt to obtain the reads after delinking (i.e., trimmed reads). Then, the timed reads of all samples were merged, and the miRDeep2 software (v2.0.0.5, MDC, Berlin, Germany) was applied to predict the new miRNA. Novoalign software (v3.02.12, Novocraft Technologies Sdn Bhd, Selangor, Malaysia) was used to align the trimmed reads of each sample to the combined mouse pre-miRNAs database. The number of tags compared to each mature miRNA was counted as the original expression level of the miRNA, and the tag counts per million aligned miRNAs (TPM) method was used for standardization.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Pathway Enrichment Analyses

The lists of differentially expressed genes (DEGs), DELs, differentially expressed circRNAs (DECs), and differentially expressed miRNAs (DEMs) between different groups of mice were generated using the edgeR software, where statistical significance was set as log_2_ |FC| ≥ 1 and *p* < 0.05. Then, the DAVID database (http://david.ncifcrf.gov/), which is a commonly available database for gene enrichment and functional annotation analyses, was used. This database integrates biological data and analytical tools to afford systematic and comprehensive annotation of biological functions for large-scale lists of genes or proteins. The GO annotation and KEGG pathway enrichment analyses of the identified genes were performed using DAVID. A visual network analysis of the KEGG analysis results was conducted using Cytoscape software (v3.6.1).

### Weighted Gene Co-expression Network Analysis

Weighted gene co-expression network analysis is a systematic biological method used to establish a scale-free network according to gene expression profiles. To establish the system, a similarity matrix that calculated the absolute value of Pearson's correlation coefficient between two genes was established using expression data. Then, the similarity matrix was converted into an adjacency matrix, where the β value was the soft-threshold to strengthen strong connections and ignore weak correlations between genes in the adjacency matrix. The Dynamic TreeCut algorithm was used to distinguish network modules. The most representative genes were the module eigengenes (MEs), which represented the overall level of gene expression in individual modules. Module membership (MM) was analyzed using Pearson's correlation coefficient of the expression profile of one gene in all samples and one ME. Finally, the gene significance (GS) was applied to estimate the gene with other biological properties, the higher the value of GS, the greater the correlation between the gene and the properties. The MM was used to analyze the correlation between the genes with the module, the higher the value of MM, the greater the correlation between the gene and the module. Therefore, the expression profile of differentially expressed mRNAs was applied to establish a free-scale network and identify significant modules related to properties to analyze the differential genes in these modules.

### Establishment of the Protein-Protein Interaction and circRNA-miRNA-mRNA Network

Search tool for the Retrieval of Interacting Genes/Proteins is a search tool that can analyze the interaction relationship between proteins. The PPI interaction networks between the DEGs were constructed by Search Tool for the Retrieval of Interacting Genes (STRING) database. Cytoscape software (v3.6.1) was applied to screen hub genes based on the degrees.

The DEG-associated upstream regulator miRNAs were predicted by two miRNA databases (miRDB, Targetscan). The selected miRNAs were then overlapped with the DEMs, and the negative interaction pairs between DEMs and DEGs were applied to construct the miRNA-mRNA network using Cytoscape software. The DEM-related circRNAs, predicted by the TargetScan website, were integrated with the DECs. Then, the identified circRNAs were integrated with the miRNA-mRNA interactions to construct the DEG-DEM-DEC competing endogenous RNAs (ceRNAs) network using Cytoscape software. The transcription factor (TF) of the related circRNAs was predicted by the CircBase website.

### Prediction of TFs Binding to Hub circRNAs

The potential TFs binding to hub circRNAs in ceRNA network were predicted through the JASPAR website (http://jaspar.genereg.net/). Depending on the number of binding sites between TFs and hub circRNAs, the top eight TFs were shown, and the key TFs were incorporated into the ceRNA networks, thus the TF-ceRNA networks were formed.

### Statistical Analysis

Two normally distributed groups were compared by using a *t*-test. Parameters for the high-throughput sequencing-related data were calculated, and statistical computing was performed by using R software. All data were expressed as mean ± SD, a *p* < 0.05 was considered statistically significant.

## Results

### Identification and Functional Annotations of the RNAs That are Possibly Involved in Memory Formation and Extinction

Before the whole transcriptome sequencing was performed, we first confirmed the effects of our different training paradigms on fear memory by analyzing the duration of mice freezing (refer to Supplementary Figure S2). 

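Small RNA of the basolateral amygdala (BLA), the part of the amygdala in which cues become linked to fear, was sequenced from 12 male C57BL/6J mice of 10 weeks, 3 in each of 4 groups. Mice of the F group (fear memory formation) heard 3 tones paired with 3 foot shocks of 0.6 mA, and control mice (C) received 0 shocks. Mice of the E group (extinction) were conditioned in the same way and 24 h later went through 2 extinction sessions of 18 tones. Mice of the RE group (retrieval-extinction, the updating paradigm) heard 1 retrieval tone 1 h before extinction. Tissue was taken 1 h after the last training. That of control mice was taken at the same time as in the F group, so E and RE mice were sampled later after conditioning than C and F mice. The paper states that with a single control group, effects of the differing procedures cannot be separated from those of the memory process. The tag counts of mature miRNAs are used here, and the mRNA, lncRNA and circRNA libraries are not analysed here.

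The authors trimmed the reads with Cutadapt, predicted additional miRNAs from the merged reads with miRDeep2, aligned each library to the mouse precursor miRNAs with Novoalign and counted the tags of each mature miRNA. The total count per library was 1490449 to 1694940 in the C group (median 1497748), 1276794 to 2353896 in the F group (median 1463127), 1290680 to 1791196 in the E group (median 1304007) and 1093194 to 1925516 in the RE group (median 1388259). Entries with the same mature sequence and the same counts were counted once. No pair of replicates differed by as little as sampling noise (chi-square per degree of freedom 34.4 to 1005).

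The libraries fell into separate sets that cut across the training groups. mmu-let-7g-5p was the most abundant miRNA in 4 libraries, with 12.9% to 16.1% of their counts, and mmu-miR-148a-3p in the other 8, with 12.7% to 15.4%. These 4 libraries, C replicate 2, F replicate 1, E replicate 2 and RE replicate 4, stood apart on the first principal component, which held 63.8% of the variance against 9.01% on the second. Compared with the other 8, mmu-let-7a-5p was higher in the 4 libraries by 1.80 on the log2 scale, and mmu-miR-148a-3p and mmu-miR-136-5p had log2 differences of −2.91 and −3.59. These differences have no p-value, because the sets were drawn from the same data. The set holds 1 mouse of each group, and the sources used here name no batch.

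Counts were compared with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 12 libraries. It covered the 431 miRNAs that passed edgeR's filter (minimum count 10), of which 43 are the authors' predictions. The study's criterion, a log2 fold change of at least 1 in size with an unadjusted p under 0.05, was used for counts of miRNAs, and a miRNA is said to have risen or fallen only at an adjusted p under 0.05. Each comparison was also fitted with a term for the set of 4 libraries and in the other 8 libraries alone, both chosen after seeing the data. The term lowered the common dispersion from 0.184 to 0.0294. Levels are counts per 1e+06 counts (CPM) after TMM, as mean ± SD over 3 mice.

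**Figure D1:**
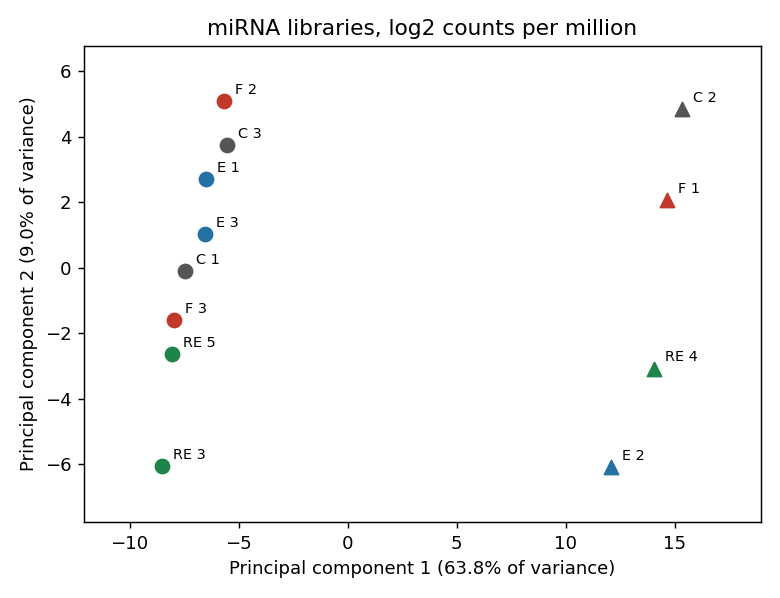
The 12 miRNA libraries on the first (x axis, 63.8% of the variance) and second (y axis, 9.01%) principal components of log2 CPM, 1 point per mouse, coloured by group. The 4 libraries drawn as triangles, 1 of each group, sit at 12.1 to 15.4 on the first component, and the other 8, drawn as circles, at −8.50 to −5.53.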

After proving the feasibility of these training paradigms, additional three mice in each group were trained, respectively, once more, and BLA samples were collected at a specific time point for whole transcriptome sequencing. The differentially expressed RNAs between the F group and the control group were screened to identify the RNAs that are possibly involved in memory formation. 

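The miR-200 family, known for keeping cells in an epithelial state, was higher in the BLA after fear conditioning. All 4 members tested were higher in the F group than in control mice. mmu-miR-200b-3p was at 98.0 ± 88.7 CPM in the F group and 12.1 ± 4.49 CPM in the C group (SD, n = 3 each), a log2 fold change of 3.03 (standard error 0.66, adjusted p = 0.374 from edgeR). mmu-miR-200a-3p was at 210 ± 188 CPM against 39.5 ± 14.4 CPM, a log2 fold change of 2.41 (standard error 0.66), mmu-miR-429-3p at 33.3 ± 32.1 CPM against 4.30 ± 0.905 CPM (2.92, standard error 0.82), and mmu-miR-200c-3p at 21.2 ± 29.5 CPM against 3.68 ± 1.03 CPM (2.48, standard error 1.12). The genes of mmu-miR-200b-3p, mmu-miR-200a-3p and mmu-miR-429-3p lie side by side on chromosome 4 of GRCm38, from 156055681 to 156055750, 156054896 to 156054985 and 156053905 to 156053987, in an intron of Ttll10. That of mmu-miR-200c-3p lies on chromosome 6 from 124718322 to 124718390.

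The 3 conditioned mice differed widely. mmu-miR-200b-3p was at 195 CPM in F replicate 1, 21.4 CPM in F replicate 2 and 77.2 CPM in F replicate 3, each above the 7.18 to 16.0 CPM of the controls, and mmu-miR-200c-3p was at 54.9, 0 and 8.64 CPM in the same mice. F replicate 1 is 1 of the 4 libraries that stand apart. In the other 8 libraries the log2 fold changes were 1.76 for mmu-miR-200b-3p, 1.15 for mmu-miR-200a-3p, 2.08 for mmu-miR-429-3p and 0.65 for mmu-miR-200c-3p. With the term for the library set they were 2.92, 2.35, 2.84 and 2.20.

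mmu-miR-184-3p, encoded on chromosome 9 from 89802260 to 89802328 outside any other annotated gene, was at 82.4 ± 42.5 CPM in the F group and 36.8 ± 0.577 CPM in the C group (log2 fold change 1.17, standard error 0.37, adjusted p = 0.965 from edgeR). It was higher in each conditioned mouse (45.9 to 129 CPM) than in any control (36.2 to 37.3 CPM). Of the cluster of miR-183, miR-96 and miR-182, known from sensory organs, all 3 members tested were higher. mmu-miR-183-5p was at 291 ± 192 CPM against 132 ± 87.4 CPM (log2 fold change 1.14, standard error 0.61; 0.13 in the 8 libraries), and mmu-miR-182-5p and mmu-miR-96-5p had log2 fold changes of 0.74 and 0.39.

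The miR-200 list had a median log2 fold change of 2.70 (adjusted p = 5.14e-08 from limma's camera; adjusted p = 0.145 with an estimated correlation), with 0 members past an adjusted p of 0.05 and 4 higher when adjusted over the list alone. The study names these 4 from the same samples, so the list is not independent evidence of their direction. Its camera adjusted p was 0.0583 in the 8 libraries. The miR-183 list had a median of 0.74 (camera adjusted p = 0.0157; adjusted p = 0.476 with an estimated correlation) and 0 members past the test when adjusted over the list alone, and its call was lost with the term for the library set (0.127), without a filter on low counts (0.0544), with edgeR's exact test (0.0972) and without C replicate 2 (0.820), F replicate 1 (0.298) or F replicate 3 (0.127). In the 8 libraries its direction turned (0.860). mmu-miR-183-5p, too, is a miRNA that the study picked on these samples. The 6 tested miRNAs from an intron of Htr2c, a serotonin receptor gene, were all lower in the F group, with a median of −0.37 (camera adjusted p = 0.00039; adjusted p = 0.145 with an estimated correlation; 0 when adjusted over the list alone); without C replicate 2 the camera value was 0.106. The 6 tested miRNAs of choroid plexus and ependyma were all lower as well (median −0.37, camera adjusted p = 0.31; 0 when adjusted over the list alone), with mmu-miR-204-5p at −0.44 (standard error 0.39), and those of hypothalamus and pituitary had a median of −0.07 (camera adjusted p = 0.76). Of the 3 oligodendrocyte miRNAs, mmu-miR-219a-2-3p and mmu-miR-338-3p were lower, with log2 fold changes of −0.43 and −1.10, and mmu-miR-219a-5p was at 0.05 (camera adjusted p = 0.0136; adjusted p = 0.476 with an estimated correlation; 0 when adjusted over the list alone). This call was lost with the term (0.0602), in the 8 libraries (0.203), without a filter (0.112; 0.0736 with limma), with the exact test (0.131) and without C replicate 1 (0.0821), C replicate 2 (0.0643) or F replicate 1 (0.291).

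By the study's criterion 5 of the 431 miRNAs were higher and 0 lower: the 4 of the miR-200 family and mmu-miR-184-3p. edgeR called 0 at an adjusted p under 0.05, with 8 at an unadjusted p under 0.05, and DESeq2 called 1, mmu-miR-200b-3p. Without a filter on low counts edgeR called 4, the same members of the miR-200 family, and without F replicate 2 it called 1. With the term the criterion was passed by 6 higher and 1 lower, and in the 8 libraries by 7 higher and 3 lower; the smallest adjusted p with the term was 0.0576, for mmu-miR-200b-3p. mmu-miR-184-3p left the criterion without F replicate 3 (0.65), and mmu-miR-200c-3p without any 1 of the libraries other than F replicates 2 and 3 (0.31 without F replicate 1, 2.24 to 2.73 without the others). mmu-miR-184-3p also left it with library totals in place of TMM and with each limma fit, and mmu-miR-429-3p with each limma fit. mmu-miR-200c-3p also left it with DESeq2's size factors, library totals, the exact test, a robust fit, annotated miRNAs alone, each limma fit and a replicate block.

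**Figure D2:**
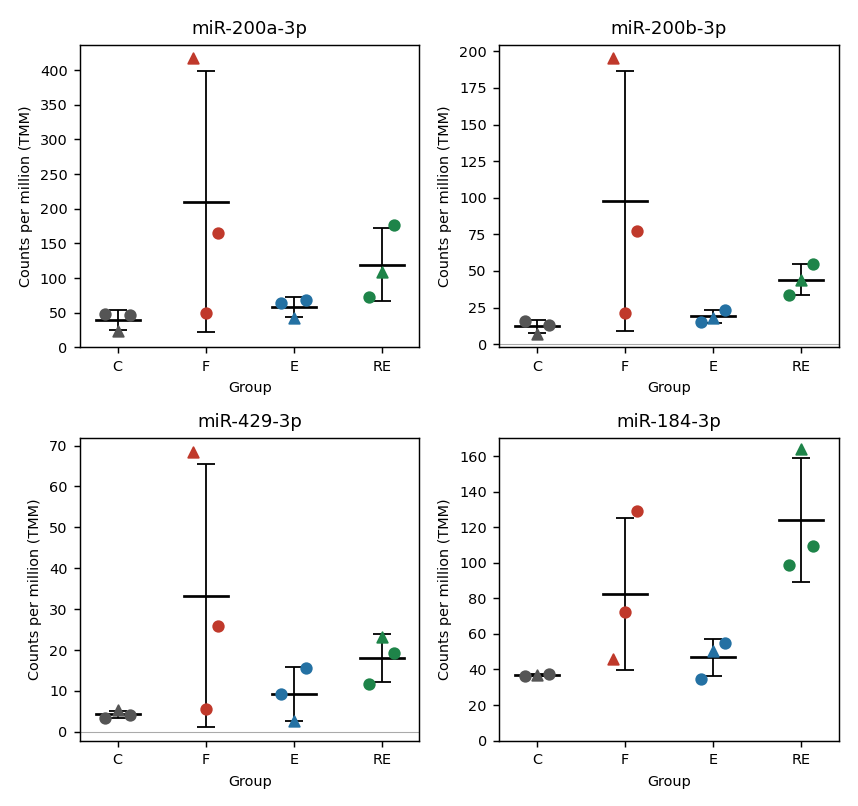
CPM of mmu-miR-200a-3p, mmu-miR-200b-3p, mmu-miR-429-3p and mmu-miR-184-3p (y axis, after TMM) in the 4 groups (x axis), 1 point per mouse, with triangles for the 4 libraries that stand apart and circles for the other 8; lines and bars are the mean ± SD (n = 3). F replicate 1 is the highest of the 12 mice for mmu-miR-200a-3p (417 CPM), and the controls of mmu-miR-184-3p lie between 36.2 and 37.3 CPM.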

Seventy-one significantly dysregulated lncRNA transcripts (such as 21 upregulated transcripts and 50 downregulated transcripts), 151 dysregulated mRNA transcripts (70 upregulated and 81 downregulated), 6 upregulated miRNA transcripts, and 232 dysregulated circRNA transcripts (76 upregulated and 156 downregulated) were identified between the F and control groups, and top 20 candidates were showed respectively (Figures 1A–D). Then, the differentially expressed RNAs between the E group and the control group were analyzed. 

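After extinction, 3 miRNAs of different origin were higher in the BLA than in control mice. mmu-miR-375-3p, known from endocrine cells of the pancreas and pituitary, was at 94.0 ± 40.6 CPM in the E group and 40.2 ± 16.4 CPM in the C group (SD, n = 3 each), a log2 fold change of 1.22 (standard error 0.53, adjusted p = 0.997 from edgeR). mmu-miR-187-3p was at 54.5 ± 32.1 CPM against 21.7 ± 13.8 CPM (1.34, standard error 0.57), and mmu-miR-143-5p at 42.2 ± 20.6 CPM against 20.0 ± 9.85 CPM (1.09, standard error 0.44). Their genes lie on chromosome 1 (mmu-miR-375-3p, from 74900658 to 74900721) and on chromosome 18 (mmu-miR-187-3p, from 24429110 to 24429170, and mmu-miR-143-5p, from 61649196 to 61649258) of GRCm38.

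mmu-miR-143-5p comes from the cluster of miR-143 and miR-145, known from smooth muscle and pericytes of the vessel wall. Its 3 tested members were all higher after extinction, among them mmu-miR-143-3p by 0.87 (standard error 0.59) and mmu-miR-145a-5p by 0.78 (standard error 0.30) on the log2 scale. The list had a camera adjusted p of 7.74e-05 (adjusted p = 0.174 with an estimated correlation), and 2 members were higher when adjusted over the list alone; the study names all 3 from these samples, which makes the list no independent evidence. Without C replicate 2 its camera value was 0.0643. The endothelial miRNAs mmu-miR-126a-3p and mmu-miR-126a-5p had log2 fold changes of 0.11 and 0.02, and 0 of them passed when adjusted over the list alone.

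The imprinted Dlk1-Dio3 cluster on chromosome 12, whose miRNAs are abundant in neurons, was lower in 51 of its 63 tested members, with a median log2 fold change of −0.19. mmu-miR-127-3p was at −0.15 (standard error 0.16), mmu-miR-434-3p at −0.28 (0.60) and mmu-miR-381-3p at −0.12 (0.80), while mmu-miR-136-5p was at 0.02 (1.22). camera gave this list an adjusted p of 9.21e-07 (adjusted p = 0.083 with an estimated correlation), with 0 members past the test when adjusted over the list alone. The cluster of miR-183, miR-96 and miR-182 had a median of 0.58 (camera adjusted p = 0.0431; adjusted p = 0.488 with an estimated correlation; 0 when adjusted over the list alone). That call was lost with the term for the library set (0.127), in the 8 libraries (0.766), without a filter (0.0917), with the exact test (0.0607) and without C replicate 2 (0.987), E replicate 1 (0.295), 2 (0.122) or 3 (0.0950), or RE replicate 3 (0.0596) or 4 (0.0529).

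mmu-miR-363-3p and mmu-miR-92a-3p had log2 fold changes of 2.00 (standard error 1.16) and 1.38 (standard error 0.97), and both had an adjusted p = 0.997 from edgeR. They were at 27.3 and 26.0 CPM in E replicate 2 alone, against E means of 11.3 ± 14.1 and 9.99 ± 13.8 CPM, and without that mouse mmu-miR-92a-3p was at −0.94.

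By the study's criterion 3 of the 431 miRNAs were higher and 0 lower. edgeR called 0 at an adjusted p under 0.05, with 7 at an unadjusted p under 0.05, and DESeq2 called 0. With the term for the library set 6 were higher and 1 lower (smallest adjusted p = 0.166 from edgeR), and in the 8 libraries 6 were higher and 0 lower, where mmu-miR-187-3p was at 0.47 and mmu-miR-363-3p at −0.37. The criterion was no longer met by mmu-miR-375-3p without C replicate 1 or 3, E replicate 1 or 2 or F replicate 2 (0.93 to 1.19), by mmu-miR-143-5p without C replicate 2 or 3, E replicate 3 or F replicate 2 (0.69 to 1.04), and by mmu-miR-187-3p without C replicate 2 or 3, E replicate 2, F replicate 1 or 3 or RE replicate 5 (0.74 to 1.33).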

Forty-five significantly dysregulated lncRNA transcripts (such as 27 upregulated transcripts and 18 downregulated transcripts), 130 dysregulated mRNA transcripts (76 upregulated and 54 downregulated), 5 upregulated miRNA transcripts, and 243 dysregulated circRNA transcripts (70 upregulated and 173 downregulated) were differentially expressed between the E group and the control group (Figures 1E–H). 

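No miRNA was past the criterion both after conditioning and after extinction. The 5 miRNAs higher in the F group had smaller log2 fold changes in the E group against the same controls: 0.66 for mmu-miR-200b-3p, 0.56 for mmu-miR-200a-3p, 1.09 for mmu-miR-429-3p, 1.19 for mmu-miR-200c-3p and 0.35 for mmu-miR-184-3p. Of the 3 higher in the E group, mmu-miR-375-3p was at 0.20 in the F group, mmu-miR-143-5p at −0.41 and mmu-miR-187-3p at −0.90. Compared directly, E against F, mmu-miR-184-3p, mmu-miR-200c-3p and mmu-miR-375-3p did not pass the criterion. The overlap of 0 is from edgeR, among 8 and 7 miRNAs at an unadjusted p under 0.05, and DESeq2 gave 0 as well. Without a filter on low counts 2 were shared, mmu-miR-200c-3p and mmu-miR-429-3p, and edgeR's exact test and limma without a filter gave 1 each. Independent lists of these lengths share 0.0348 miRNAs, and unchanged groups simulated against the same control libraries share 0.32. In the 8 libraries that do not stand apart 3 were shared, mmu-miR-130a-3p, mmu-miR-27a-5p and mmu-miR-429-3p, the first and second named after their values were seen, and there were 3 without C replicate 2 and 1 without F replicate 1.

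Across the 431 miRNAs, which are not independent replicates, the log2 fold changes of both comparisons had a Pearson correlation of 0.36. Unchanged groups that share their controls gave 0.50 (SD 0.052 over 100 simulations). The covariance of the log2 fold changes was 0.0555 against a simulated 0.0529 (SD 0.0088), a difference of 0.00259. The 3 control libraries cannot be split into sets of at least 2 each.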

By further analyzing the similarities and differences of dysregulated RNAs between the control group and fear memory formation group or extinction group, we found that the common changed RNAs accounted for 10.78% of the total changed RNAs in these two processes (Supplementary Figures S3A–C), such as 7 significantly dysregulated lncRNAs (2 upregulated, 4 downregulated, and 1 reverse), 33 dysregulated mRNAs (10 upregulated, 19 downregulated, and 4 reverse), 0 dysregulated miRNAs, and 46 dysregulated circRNAs (19 upregulated and s27 downregulated), suggesting that the processes of fear memory formation and extinction might share some similar molecular mechanisms, but the proportion is relatively low.

**Figure 1:**
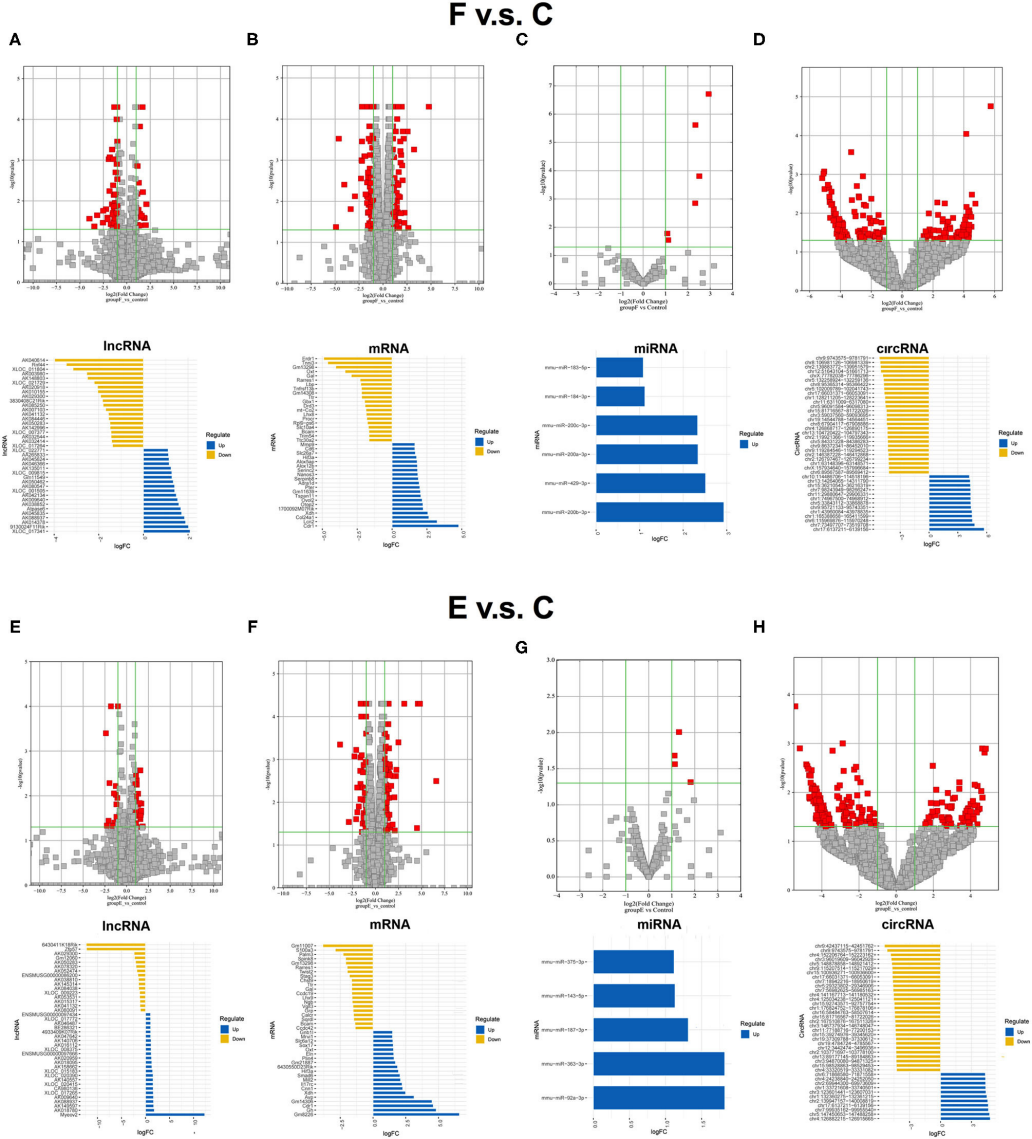
Expression profiles of distinct RNAs between F and control groups, and E and control groups. **(A)** In the volcano plots, red and gray points represented abnormal lncRNAs and non-significantly DELs, respectively, in F and control groups. The top 20 upregulated genes (blue) and the top 20 downregulated (yellow) genes were presented. Expression profiles were similarly shown for mRNA **(B)**, miRNA **(C)**, and circRNA **(D)**. **(E)** In the volcano plots, red and gray points represented abnormal lncRNAs and non-significantly differentially expressed lncRNAs, respectively, in **(E)** and control groups. The top 20 upregulated genes (blue) and the top 20 downregulated (yellow) genes were presented. Expression profiles were similarly shown for mRNA **(F)**, miRNA **(G)**, and circRNA **(H)**. F, fear memory formation group. E, fear memory extinction group. miRNA, micro-RNA; circRNA, circular RNA; lncRNAs, long non-coding RNAs.

To clarify the biological functions and signaling pathways of these DEGs, we further performed GO and KEGG enrichment annotations of the DEGs in the E, F with control groups. Fifty significant GO-BPs and 7 significant GO-cellular components (CCs) were obtained from the GO functional annotation analysis of 151 differentially expressed mRNAs between the F and control groups. The top 10 GO-BP and GO-CC terms are presented in Figure 2A. Regarding the KEGG pathway enrichment analysis, 12 significant KEGG pathways were enriched in these 151 mRNAs, among which upregulated genes were enriched in six pathways and downregulated genes were enriched in six pathways (Figure 2B). Subsequently, 131 DEGs identified between the E and control groups were subjected to GO functional annotation. Seventy-eight significant GO-BPs, seven significant GO-CCs, and eight significant GO-molecular functions (MF) were obtained using *p* < 0.05 as the screening condition. The top 10 GO-BP, GO-CC, and GO-MF terms are presented in Figure 2C. In the KEGG pathway analysis, 11 significant KEGG pathways were enriched, among which upregulated genes were enriched in 7 pathways, and downregulated genes were enriched in 4 pathways (Figure 2D). Next, the mRNAs that changed after both fear conditioning and fear extinction were subjected to GO and KEGG enrichment annotations. Ten significant GO-BPs, four significant GO-CCs, nine significant GO-MFs, and 12 significant KEGG pathways were annotated (Figures 2E,F). The regulation of transcription and neuroactive ligand-receptor interaction were both significantly enriched in the processes of fear formation and extinction, suggesting that fear memory extinction was also assisted with neural cell activation and new protein synthesis, similar to memory formation.

**Figure 2:**
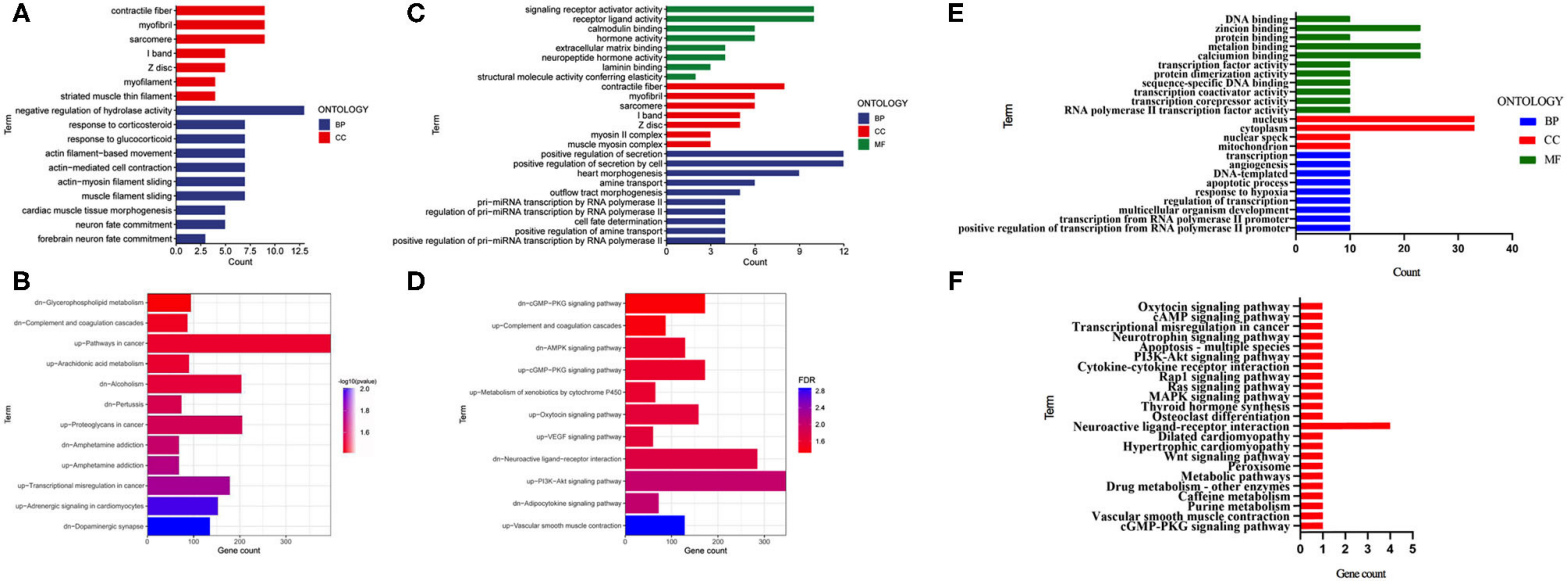
GO and KEGG enrichment analyses were performed for the mRNAs changed after fear memory formation and extinction. **(A,B)** The DEGs in F and C groups were analyzed by GO and KEGG. **(C,D)** The DEGs in E and C groups were analyzed by GO and KEGG. **(E,F)** The commonly changed mRNAs after fear memory formation and extinction were analyzed by GO and KEGG. BP, biological process; CC, cellular component; MF, molecular function; GO, gene oncology; KEGG, Kyoto Encyclopedia of Genes and Genomes; DEGs, differentially expressed genes.

### The Differences in RNA Expression and Pathway Activation Between the E and RE Groups

The differentially expressed RNAs between the E group and RE group were analyzed to understand the differences in molecular mechanisms between the fear memory extinction and updating groups. One hundred and eight dysregulated lncRNA transcripts (43 upregulated and 65 downregulated), 295 dysregulated mRNA transcripts (79 upregulated and 216 downregulated), 7 dysregulated miRNA transcripts (3 upregulated and 4 downregulated), and 256 dysregulated circRNA transcripts (159 upregulated and 97 downregulated) were identified between the E group and RE group (Figures 3A–D).

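After retrieval-extinction, the cluster of miR-143 and miR-145 was lower in the BLA than after extinction alone. mmu-miR-143-3p, encoded on chromosome 18 of GRCm38 outside any other gene, was at 6449 ± 1843 CPM in the RE group and 17662 ± 8600 CPM in the E group (SD, n = 3 each), a log2 fold change of −1.45 (standard error 0.60, adjusted p = 0.999 from edgeR). mmu-miR-145a-5p, from the same cluster (61647825 to 61647894), was at 622 ± 30.3 CPM against 1241 ± 503 CPM (−0.997, just short of the limit of 1 in size; standard error 0.30), and mmu-miR-143-5p was at 19.0 ± 3.00 CPM, a log2 fold change of −1.15 (standard error 0.45). All 3 tested members were lower (camera adjusted p = 6.29e-05; adjusted p = 0.174 with an estimated correlation), and 3 were lower when adjusted over the list alone. The study picked these 3 on the same samples. In the C and F groups mmu-miR-143-3p was at 9688 ± 6050 and 6735 ± 2730 CPM. mmu-miR-145a-5p was at 723 ± 209 and 635 ± 47.0 CPM there. These levels were nearer to the RE than to the E group, and the same E mice enter the comparisons of E with C and F. With the term for the library set, chosen after seeing the data, mmu-miR-143-3p fell, with a log2 fold change of −1.36 (standard error 0.24, adjusted p = 0.031 from edgeR), and in the 8 libraries it fell by 1.56 (adjusted p = 0.000465), as did mmu-miR-145a-5p, by 1.23 (adjusted p = 0.0275). The endothelial mmu-miR-126a-3p ranged from 4427 to 11387 CPM over the 12 mice and had a log2 fold change of −0.11 (standard error 0.41). In the 8 libraries mmu-miR-143-3p was also lower in the RE than in the C group, at an adjusted p under 0.05 from edgeR.

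mmu-miR-184-3p went the other way, at 124 ± 34.8 CPM in the RE group and 46.8 ± 10.6 CPM in the E group (log2 fold change 1.404, standard error 0.37, adjusted p = 0.627 from edgeR), with every RE mouse (98.7 to 164 CPM) above every E mouse (34.7 to 55.0 CPM). mmu-miR-3552 was at 5.16 ± 2.16 CPM against 14.1 ± 0.808 CPM (−1.47, standard error 0.48), and mmu-miR-375-3p at 46.8 ± 28.2 CPM in the RE group (−1.003, standard error 0.53). A pair of miRNAs that the authors predicted had positive log2 fold changes with wide errors. The one on chromosome 18, which matches no annotated mature miRNA, was at 37.0 ± 37.2 CPM against 7.38 ± 5.09 CPM (2.32, standard error 1.56), and the one on chromosome 6, whose sequence lies within mmu-miR-101a-3p, at 29.8 ± 29.2 CPM against 12.2 ± 7.01 CPM (1.26, standard error 0.94). Both were near the floor in RE replicate 4 (0 and 3.08 CPM) and highest in RE replicate 3 (74.5 and 60.9 CPM).

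All 6 tested miRNAs hosted in an intron of Htr2c, which encodes the serotonin receptor 2C, were lower after retrieval-extinction, with a median log2 fold change of −0.51 (camera adjusted p = 0.000865; adjusted p = 0.145 with an estimated correlation). mmu-miR-1298-3p, on chromosome X from 147064905 to 147065002, was at 338 ± 8.87 CPM in the E group and at 158, 245 and 184.1 CPM in the 3 RE mice (−0.79, standard error 0.20), and mmu-miR-1298-5p, mmu-miR-1264-3p and mmu-miR-1264-5p were at −0.59, −0.53 and −0.48. Adjusted over the list alone, 1 was lower, and 4 with the term. The camera call was lost without a filter (0.0631) and with the exact test (0.0750). The list was chosen because the study picked Htr2c as a hub gene in this comparison, where it reports the Htr2c mRNA as lower in the RE group. Those mRNA data are from the same mice, so the list is not independent of them. Of the miRNAs of hypothalamus and pituitary, listed as markers of neighbouring tissue, 4 of 5 tested were lower too, with a median of −0.43 (camera adjusted p = 0.0816; adjusted p = 0.485 with an estimated correlation; 0 when adjusted over the list alone and 1 with the term). mmu-miR-7a-5p was at −0.60 (standard error 0.43) and mmu-miR-7a-2-3p at −0.43 (standard error 0.48), beside mmu-miR-375-3p, which the study names. The choroid plexus and ependyma list had a median of 0.29 (camera adjusted p = 0.696), with mmu-miR-204-5p at −0.38.

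By the study's criterion 1 miRNA was higher (mmu-miR-184-3p) and 3 were lower (mmu-miR-143-3p, mmu-miR-143-5p and mmu-miR-3552). edgeR called 0 at an adjusted p under 0.05, with 10 at an unadjusted p under 0.05, and DESeq2 called 1, mmu-miR-1298-3p. Without a filter edgeR called 2, mmu-miR-143-3p and the predicted miRNA on chromosome 18. With the term 5 were higher and 5 lower, and in the 8 libraries 6 were higher and 11 lower. mmu-miR-143-3p left the criterion without E replicate 1 or 3 or RE replicate 3 or 4 (−1.62 to −1.12) and mmu-miR-143-5p without E replicate 3 or RE replicate 3 or 5 (−1.19 to −0.79), and with the term the adjusted p of mmu-miR-143-3p was 0.0616 without E replicate 3, 0.155 without RE replicate 3 and 0.089 without RE replicate 5. The count was 10 without E replicate 2, 8 without RE replicate 5 and 14 without RE replicate 4.

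**Figure D3:**
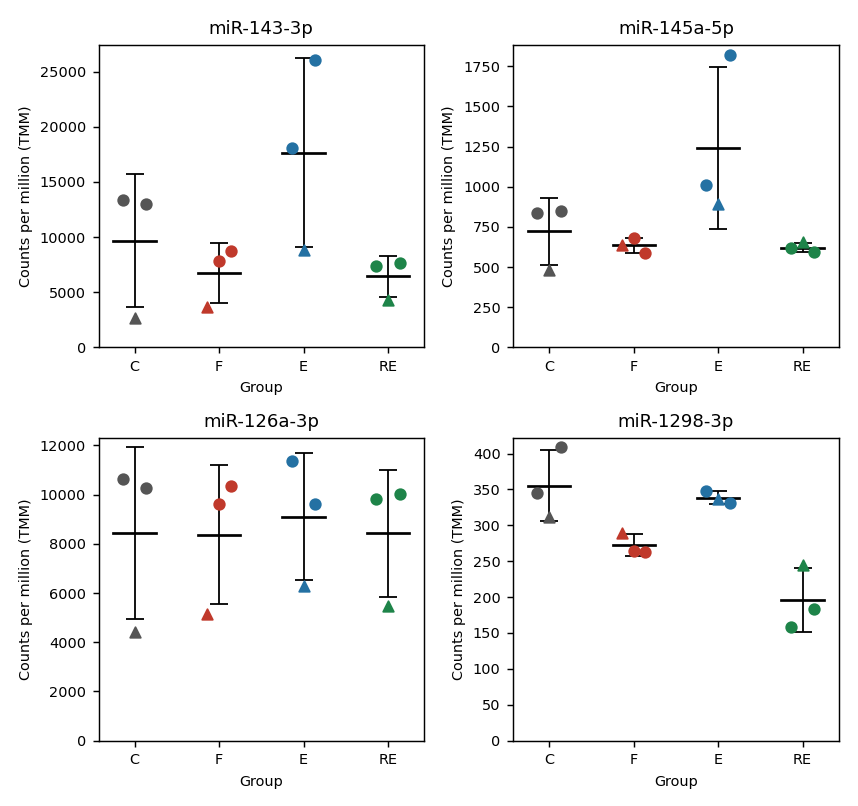
CPM of mmu-miR-143-3p, mmu-miR-145a-5p, mmu-miR-126a-3p and mmu-miR-1298-3p (y axis, after TMM) in the 4 groups (x axis), 1 point per mouse, triangles for the 4 libraries that stand apart and circles for the other 8, with the mean ± SD (n = 3). mmu-miR-143-3p lies at 8847 to 26029 CPM in the E group and 4324 to 7630 CPM in the RE group.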

**Figure 3:**
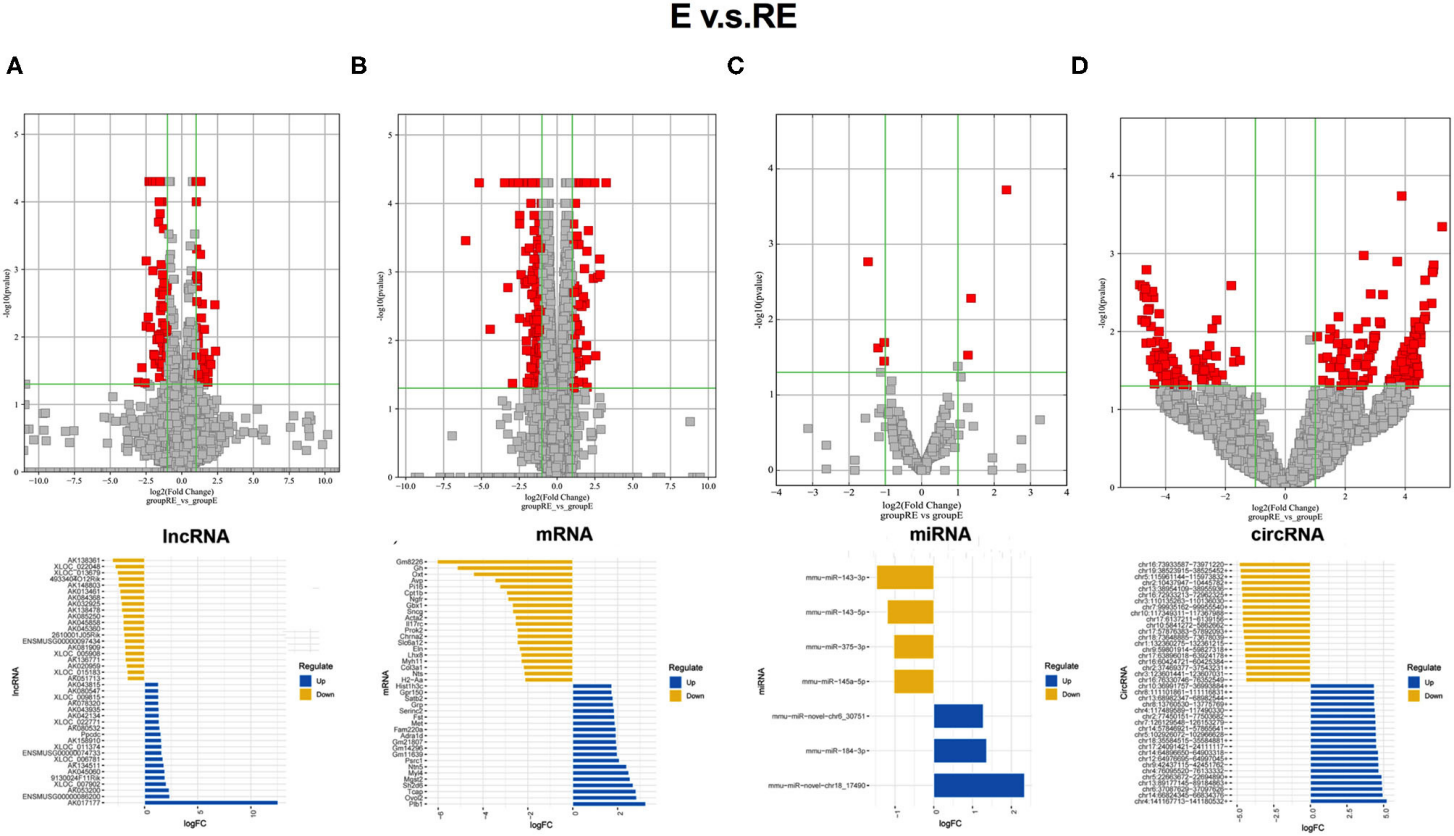
Different changed RNAs between E and RE groups. **(A)** In the volcano plots, red and gray points represented abnormal lncRNAs and non-significantly differentially expressed lncRNAs, respectively, when E compared with the RE group. The top 20 upregulated genes (blue) and the top 20 downregulated (yellow) genes were presented. Expression profiles were similarly shown for mRNA **(B)**, miRNA **(C)**, and circRNA **(D)**. E, fear memory extinction group. RE, retrieval-extinction group. circRNA, circular RNA; lncRNAs, long non-coding RNAs.

Then, the 295 DEGs identified between the E and RE groups were applied for GO functional annotation. A total of 336 significant GO-BP, 17 significant GO-CC, and 43 significant GO-MF terms were obtained using *p* < 0.05 as the screening condition. The top 10 GO-BP, GO-CC, and GO-MF terms are presented in Figure 4A. Moreover, 30 significant KEGG pathways were enriched in the 295 genes, among which upregulated genes were enriched in 13 pathways and downregulated genes were enriched in 17 pathways (Figure 4B). The PI3K-AKT signaling pathway, neuroactive ligand-receptor interaction, and calcium signaling pathway were the top three neural function-related signaling pathways, suggesting that they are deeply involved in fear memory updating. Finally, the common elements in “RE vs. control” and “E vs. control” comparisons were analyzed. The results showed that only genes related to neuroactive ligand-receptor interactions were enriched (Table 1).

**Figure 4:**
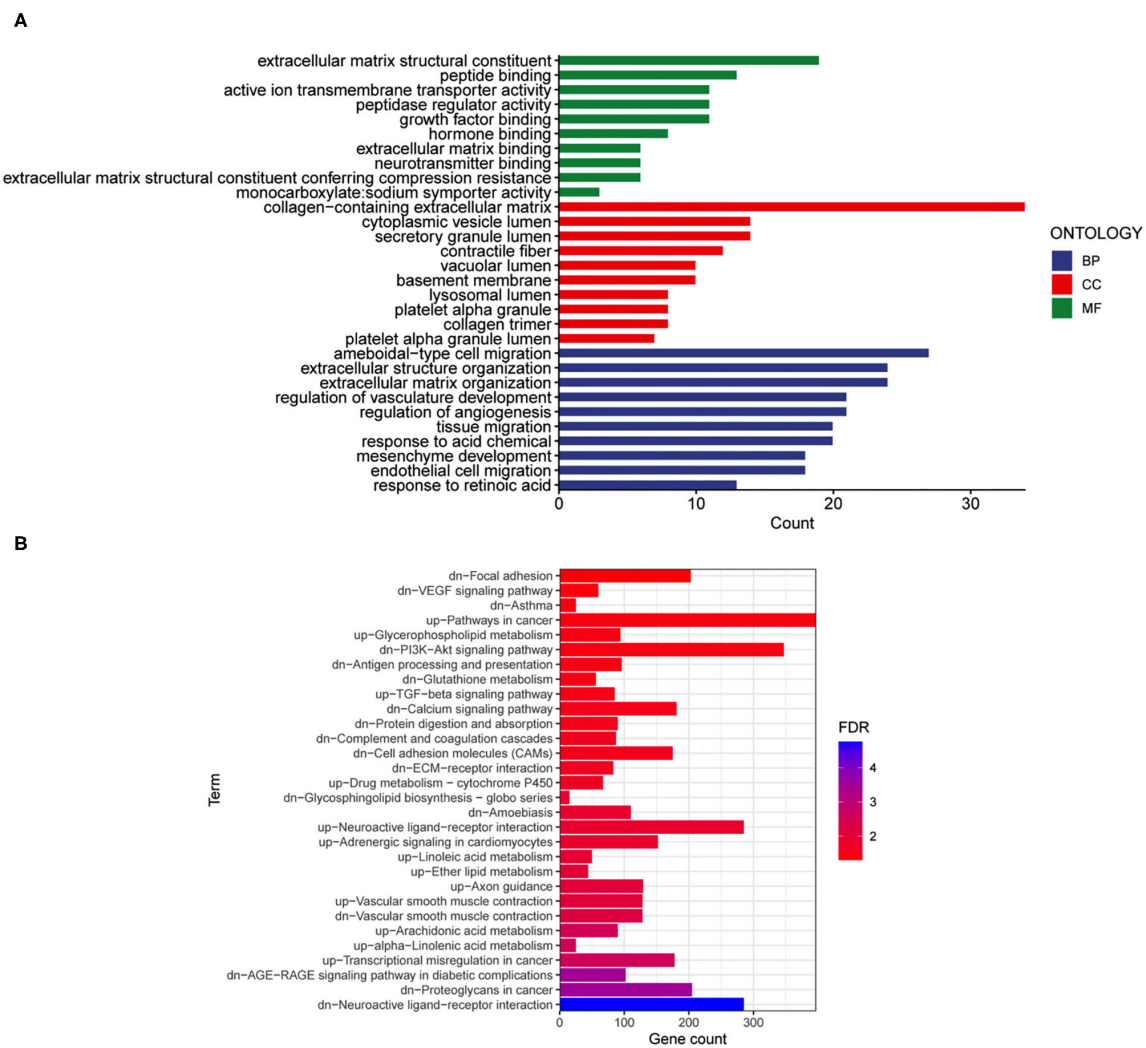
Gene ontology and KEGG enrichment analyses were performed for the mRNAs changed after fear memory extinction and updating. **(A,B)** The DEGs in E and RE groups were analyzed by GO **(A)** and KEGG **(B)**. GO, gene oncology; KEGG, Kyoto Encyclopedia of Genes and Genomes; DEGs, differentially expressed genes.

**Table 1:** Common element in “RE vs. C” and “E vs. C.”

**RE vs. C**				**E vs. C**			
	**Term**	***P*-value**	**Genes**		**Term**	***P*-value**	**Genes**
Down	Neuroactive ligand-receptor interaction	3.24752E-08	CALCR//CHRM5// CHRNA2//CRHR2// GABRQ//GALR1//GLP1R// GLRA1//NPY2R//OXTR// PRLR//PTH2R//RXFP3// TRHR	Down	Neuroactive ligand-receptor interaction	0.01892288	CALCR//HCRTR1//TRHR

### Gene Co-expression Network Construction and Module Identification

Weighted gene co-expression network analysis was carried out to identify co-expression networks of genes associated with different stages of fear memory. The phylogenetic tree was constructed using the gene expression matrix of 12 mice. The sample dendrogram and trait heatmap are presented in Supplementary Figure S4A. The scale independence and mean connectivity analysis showed that when the weighted value equaled 14, the average degree of connectivity was close to 0, and scale independence was >0.8; therefore, the weighted value was set to 14 (Supplementary Figure S4B). By calculating the correlation coefficients between genes, the genes were theoretically classified based on the expression pattern, and the patterned genes were divided into one module. Nine co-expressed modules were identified (Supplementary Figure S4C). Pearson's correlation coefficient between the module and each phenotype was calculated to verify the modules most significantly associated with different stages of fear memory (Figure 5A). The strongest association in the module-trait relationship was detected between the black module and E group (*r* = 0.85, *p* = 5e−04). The second strongest association in the module-phenotype relationship was observed between the green module and RE group (*r* = 0.75, *p* = 0.005). The third strongest association in the module-phenotype relationship was observed between the blue model and F group (*r* = 0.7, *p* = 0.01). The labeledHeatmap function was applied to calculate the correlation coefficients for MM with significant genes in the blue, black, and green modules to identify the correlation between the module of interest and memory features. The results revealed a significant correlation of MM with significant genes in the blue, black, and green modules in the F (cor = 0.5, *p* = 2.2e−72), E (cor = 0.69, *p* = 7.2e−104), and RE (cor = 0.63, *p* = 8.3e−102) groups (Figures 5B–D). Thus, blue, black, and green modules were selected as modules of interest for subsequent analyses.

**Figure 5:**
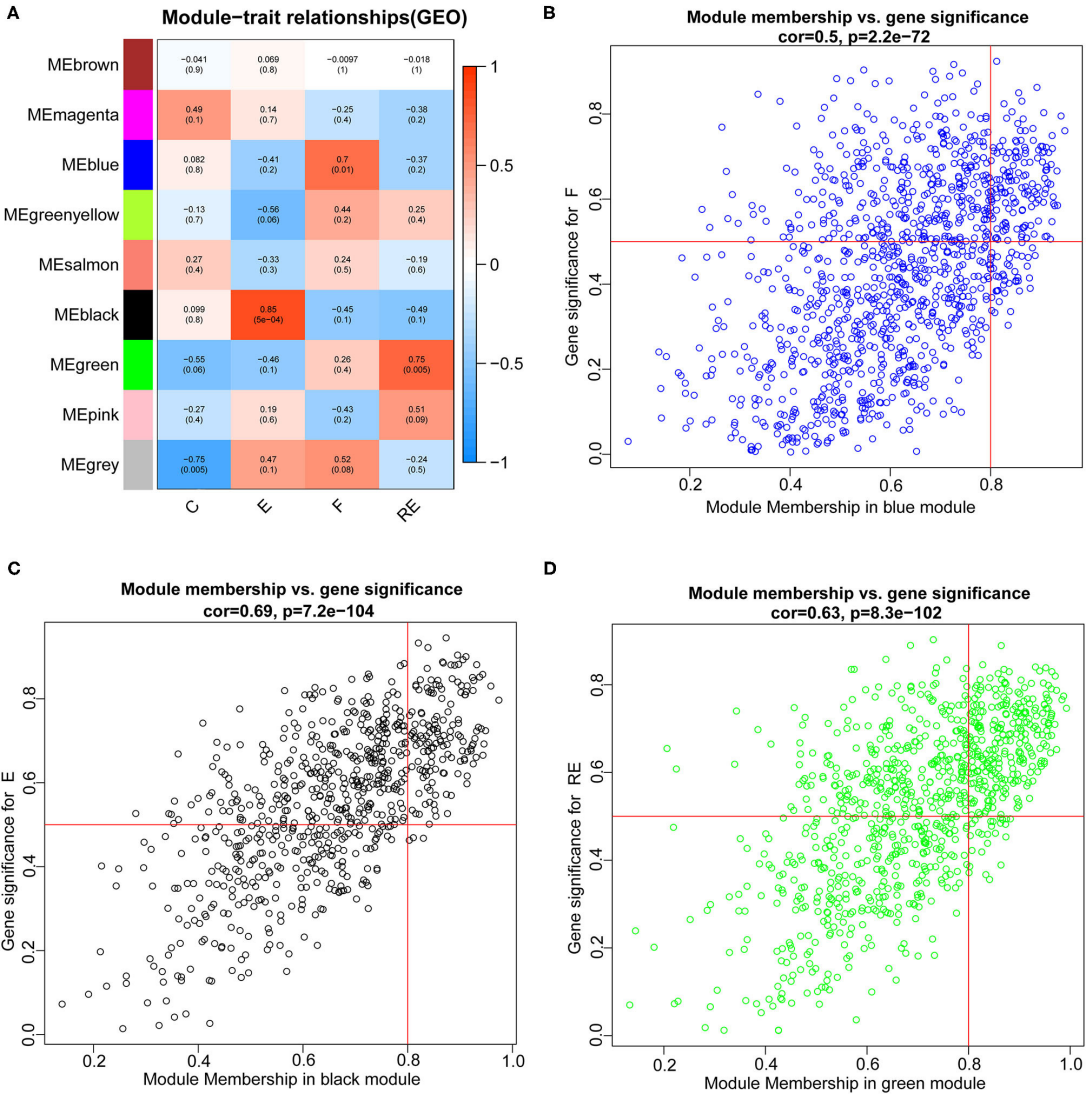
Identification of modules associated with the F, RE, and E in mice. **(A)** Heatmap of the correlation between the module and F, RE, and E in mice. We selected blue, black, and green modules for subsequent analysis. Scatter plot analysis of modules in the blue **(B)**, black **(C)**, and green **(D)** modules.

### Analysis of Important DEGs in the E and RE Groups

We performed the analysis described below to further understand the differences involved in memory extinction and retrieval-extinction. First, genes in the black and green modules described above were merged, and 1,637 genes were obtained. Then, these 1,637 genes were integrated with 296 DEGs from the RE and E groups, and 125 DEGs were obtained (Figures 6A,B). Subsequently, 125 DEGs were subjected to KEGG pathway enrichment analysis and GO functional annotation. Four meaningful pathways, 57 significant GO-BP, 16 significant GO-CC, and 10 significant GO-MF terms were obtained, and the top 10 elements are displayed (Figures 6C,D). Subsequently, 125 DEGs were imported into the STRING database to obtain their corresponding protein interaction information. DEGs with scores ≥0.4 were selected to construct a visual network model with 125 nodes and 163 edges (Supplementary Figure S5A). The protein interaction files were imported into Cytoscape to construct the protein interaction network of the target. Topologically important nodes in the interaction network were chosen using the Maximal Clique Centrality (MCC) algorithm in the CytoHubba plug-in, and the top 10 genes (*Avp, Htr2c, Oxt, Nts, Adra1d, Tacr3, P2ry1, Fn1, Col1a1*, and *Dcn*) in terms of the MCC score were selected as the core genes of the network to further select the important DEGs between the E and RE groups (Supplementary Figure S5B). The expression levels of the 10 hub DEGs in the E and RE groups are presented in Supplementary Figure S5C. The expression of Adra1d was upregulated in the RE group compared with that in the E group, and the expression of the other genes was downregulated in the RE group. The ClueGo and Cluepedia plug-ins in Cytoscape version 3.9.0 were used for GO functional annotation and KEGG pathway enrichment of hub DEGs. Using *p* ≤ 0.05 as the screening condition, 17 significant GO-BP terms were obtained (Table 2), but no significant GO-CC terms, GO-MF terms, or KEGG pathways were enriched.

**Figure 6:**
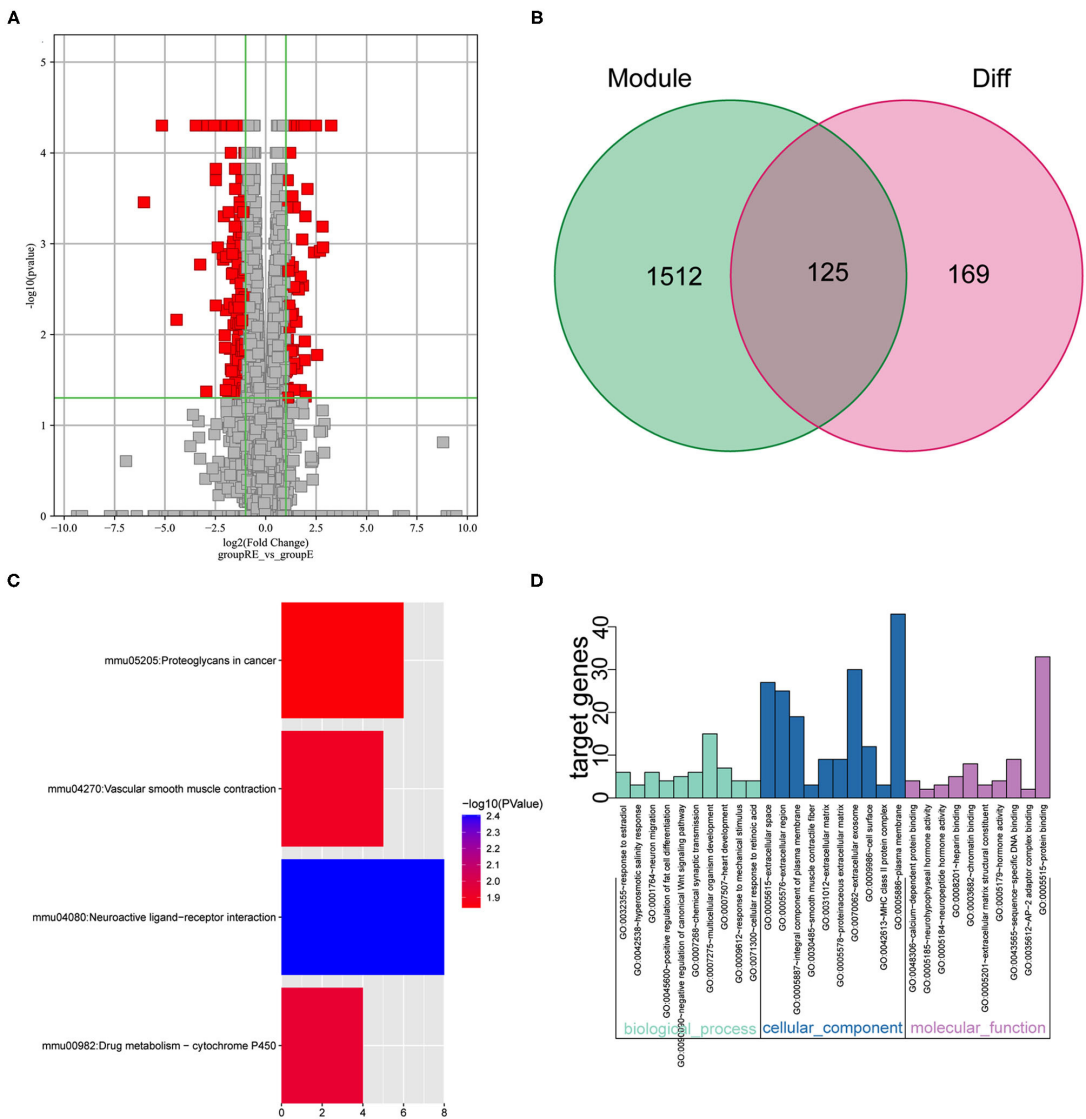
Analysis of key genes in E and RE groups. **(A)** The DEGs in E and RE groups were analyzed. **(B)** The obtained mRNAs were presented by the Venn diagram. **(C)** Four significant pathways were obtained by KEGG enrichment analysis of 125 genes. **(D)** The top 10 GO-BP, GO-CC, and GO-MF were obtained by GO annotation analysis of 125 genes. E, fear memory extinction group. RE, retrieval-extinction group; DEGs, differentially expressed genes; GO-BP, gene oncology-biological process; GO-CC, gene oncology-cellular component; GO-MF, gene oncology-molecular function; KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Table 2:** GO annotation on the 10 hub genes in E and RE groups.

**GOTerm**	***P*-value**	**Associated genes**
Excretion	2.50E-06	Adra1d, Avp, Oxt
Hyperosmotic response	2.15E-07	Avp, Oxt, Tacr3
Mating	2.90E-06	Avp, Oxt, P2ry1
Response to salt stress	5.25E-07	Avp, Oxt, Tacr3
Positive regulation of blood circulation	7.58E-08	Adra1d, Avp, Htr2c, Tacr3
Copulation	2.99E-07	Avp, Oxt, P2ry1
Positive regulation of organic acid transport	1.52E-06	Avp, Htr2c, Oxt
Hyperosmotic salinity response	4.14E-08	Avp, Oxt, Tacr3
Penile erection	7.15E-08	Avp, Oxt, P2ry1
Positive regulation of blood pressure	1.09E-08	Adra1d, Avp, Oxt, Tacr3
Positive regulation of muscle contraction	1.92E-06	Adra1d, Oxt, Tacr3
Positive regulation of amine transport	1.81E-06	Avp, Htr2c, Oxt
Positive regulation of anion transport	3.82E-06	Avp, Htr2c, Oxt
Positive regulation of smooth muscle contraction	5.71E-07	Adra1d, Oxt, Tacr3
Neuropeptide hormone activity	2.69E-07	Avp, Nts, Oxt
Regulation of smooth muscle contraction	3.65E-06	Adra1d, Oxt, Tacr3
Positive regulation of vasoconstriction	1.19E-06	Adra1d, Avp, Htr2c

### Identification of the circRNA-Associated ceRNA Network Related to the DEGs in the E and RE Groups

The miRDB and TargetScan databases were used to predict the interactions between the above DEGs and miRNAs in the E and RE groups. A total of 439 miRNAs of 10 hub DEGs were predicted by the two websites. Then, eight DEMs were obtained under the screening conditions of log_2_|FC| ≥ 0.58 and *p* < 0.05, of which four were upregulated and four were downregulated in the RE group (Supplementary Figure S6A). 

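At this wider limit of 0.58, 1 miRNA was higher in the RE group, mmu-miR-184-3p, and 6 were lower. Besides mmu-miR-143-3p, mmu-miR-143-5p and mmu-miR-3552, the lower ones were mmu-miR-145a-5p, mmu-miR-1298-3p and a predicted miRNA on chromosome X whose sequence lies within mmu-miR-448-3p. mmu-miR-200a-3p had a log2 fold change of 1.04 with a standard error of 0.64 (adjusted p = 0.999 from edgeR) and was not among them. In the libraries other than the 4 that stand apart, 18 were higher and 23 lower, with the term for that set 10 and 11. The count of 7 became 14 without E replicate 2 and 17 without RE replicate 4.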

Two common miRNAs, mmu-miR-200a-3p and mmu-miR-143-3p, were obtained by intersecting the predicted miRNAs with the DEMs in the E and RE groups. Among them, mmu-miR-200a-3p was upregulated in the RE group, and mmu-miR-143–3p was downregulated (Supplementary Figure S6B). 

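mmu-miR-200a-3p was higher in the RE group in CPM, at 119 ± 52.3 against 58.1 ± 14.4 in the E group (SD, n = 3 each). The RE mice were at 72.6, 109 and 176 CPM and the E mice at 41.7 to 68.4 CPM. mmu-miR-143-3p was lower in the RE group, with E replicates 1 and 3 at 18110 and 26029 CPM. Of the miRNAs encoded in the same intron as mmu-miR-200a-3p, mmu-miR-200b-3p had a log2 fold change of 1.22 (standard error 0.63) and mmu-miR-429-3p of 0.95 (standard error 0.77), whereas mmu-miR-200c-3p, encoded elsewhere, was at −0.16 (standard error 1.101). The 4 members of the family had a median of 0.99 (camera adjusted p = 0.0816; 0 when adjusted over the list alone). The paper reasons from predicted targets: miRNAs that differed between the groups and were predicted to bind the mRNAs of its hub genes were kept for the network, and circRNAs predicted to bind them were then added. From that network it proposes that ncRNAs take part in memory updating through ceRNA mechanisms.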

Next, a differential circRNA analysis was performed on the RE and E groups, and 256 circRNAs were significantly differentially expressed under the screening conditions of log_2_|FC| ≥ 1 and *p* < 0.05, among which 159 circRNAs were upregulated and 97 circRNAs were downregulated in the RE group. The TargetScan website was used to predict the regulatory circRNA of mmu-miR-200a-3p and mmu-miR-143-3p, and 14 circRNAs were obtained. After intersecting the predicted circRNAs with the DECs, 2 downregulated circRNAs corresponding to mmu-miR-200a-3p and 12 upregulated circRNAs corresponding to mmu-miR-143-3p were obtained (Supplementary Figure S6C). The ceRNA network composed of 14 circRNAs, 2 miRNAs, and 4 mRNAs that were differentially expressed in the E and RE groups is presented in Supplementary Figure S6D. These findings revealed that ncRNAs might also play an important role in memory updating through ceRNA mechanisms.

Subsequently, we predicted the possible TFs that regulate circRNA expression by JASPAR. Eight TFs (BARHL1, DLX1, GATA1, HOXA5, NKX2–5, PAX2, PRRX2, and SOX10) were identified for these 14 key circRNAs, and the number of binding sites between the TFs and these 14 circRNAs is displayed (Supplementary Figures S7A–H). Then, these eight TFs were incorporated into the regulatory ceRNA network (Supplementary Figure S8).

### Analysis of Crucial DEGs in the F and E/RE Groups

Although the weakening effect of fear memory differs between fear extinction and the RE intervention, they are opposite to memory formation. Therefore, studies exploring the differences between fear memory formation and memory extinction are very important. Since the blue module showed a positive correlation with the F group but a negative correlation with the E and RE groups, we chose the blue module to analyze the key modules between the F and E/RE groups, and this module included 1,128 mRNAs. Meanwhile, the DEGs between the F and RE groups and between the F and E groups were screened. The upregulated genes and downregulated genes obtained from the two groups intersected with the genes in the blue module, and 64 common genes were obtained, i.e., 36 upregulated genes and 28 downregulated genes (Figures 7A,B). The 64 genes were imported into the STRING website for the protein interaction analysis, and their corresponding protein interaction information was obtained. Genes with scores ≥0.4 were selected to construct a visual network model with 64 nodes and 114 edges (Figure 7C). The protein interaction files were imported into Cytoscape to construct the protein interaction network of the target. The topologically important nodes in the interaction network were screened using the MCC algorithm in the CytoHubba plug-in. The top 10 genes in terms of the MCC score were selected as the core genes of the network (*Mbp, Mag, Plp1, Ermn, Opalin, Cldn11, Mog, Mal, Ugt8a*, and *Fos*), and visualization was performed (Figure 7D). The differential expression analysis showed that the expression of *Mbp, Mag, Plp1, Ermn, Opalin, Cldn11, Mog, Mal*, and *Ugt8a* was upregulated in the RE and E groups, while the expression of *Fos* was downregulated. The ClueGo and Cluepedia plug-ins in Cytoscape version 3.9.0 were used to annotate the hub genes for GO functions and enrichment of KEGG pathways. Using *p* ≤ 0.05 as the screening condition, five meaningful GO-BP terms and three meaningful GO-CC terms were obtained, but no meaningful GO-MF terms and KEGG pathways were enriched. According to the GO functional annotation, hub genes were involved in the formation of the central nervous system and the process of protein localization in synapses (Table 3).

**Figure 7:**
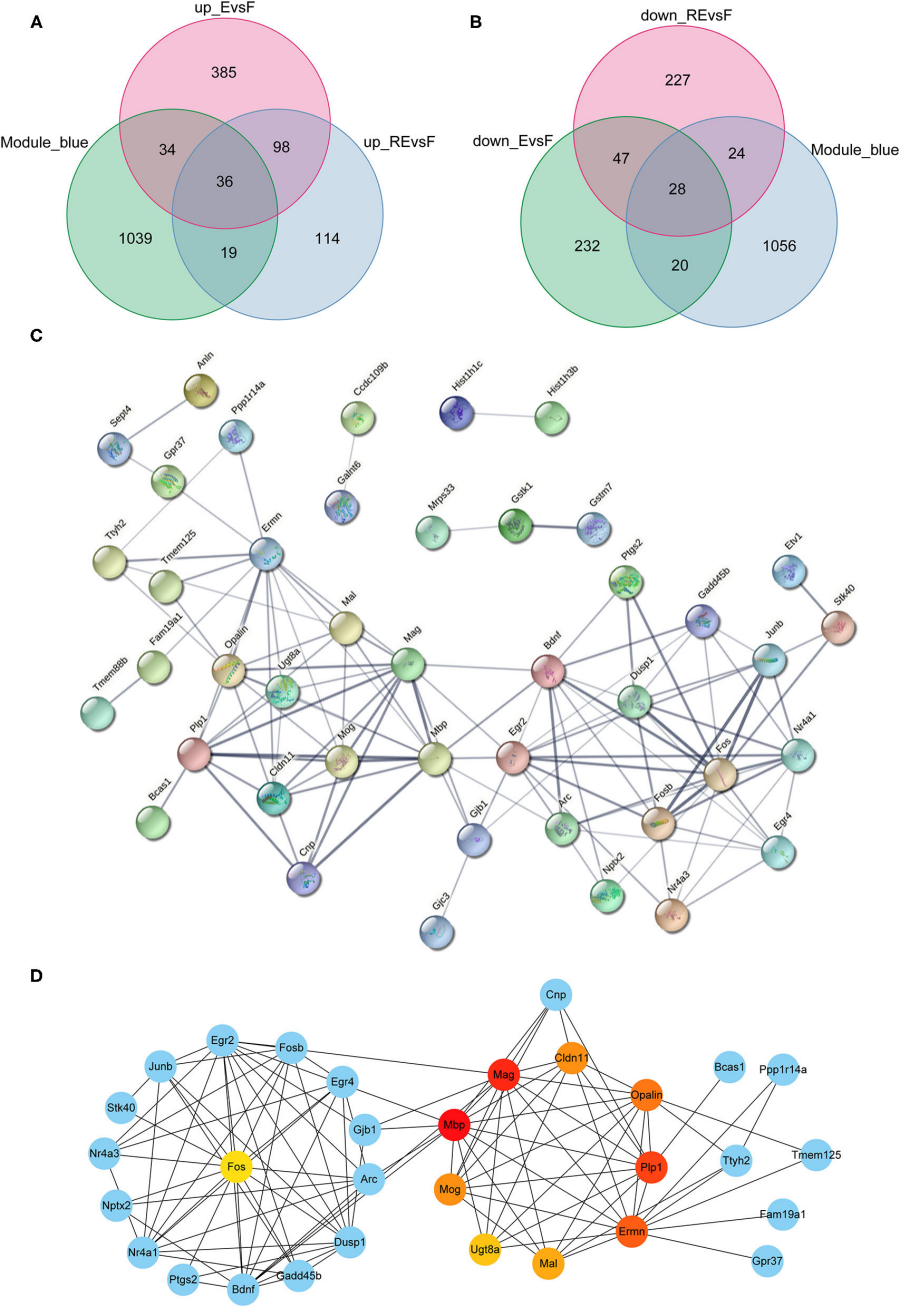
Analysis of key genes in F and E/RE groups. **(A,B)** The obtained mRNAs were presented by Venn diagram. **(C,D)** PPI network was established by using the obtained mRNAs. F, Fear memory formation group. E, Fear memory extinction group. RE, retrieval-extinction group; PPI, protein-protein interaction.

**Table 3:** GO annotation on the 10 hub genes in F and E/RE groups.

**Ontology**	**GOTerm**	***P*-value**	**Associated genes**
BP	Protein localization to axon	1.49E-05	Mal, Ugt8a
BP	Protein localization to paranode region of axon	4.01E-06	Mal, Ugt8a
BP	Axon ensheathment in central nervous system	5.70E-05	Mag, Plp1
BP	Oligodendrocyte development	2.31E-04	Mag, Plp1
BP	Central nervous system myelination	5.70E-05	Mag, Plp1
CC	Internode region of axon	1.15E-06	Ermn, Mbp
CC	Paranode region of axon	2.59E-05	Ermn, Mag
CC	Compact myelin	3.62E-05	Mag, Mbp

### Identification of the circRNA-Associated ceRNA Network Related to the DEGs in the F and E/RE Groups

Using the miRWalk website to predict the interactions between mRNAs and miRNAs in the F and E/RE groups, 622 miRNAs corresponding to the 10 hub genes were predicted. Then, a differential miRNA analysis was also performed in the F and E/RE groups. Ten miRNAs were significantly differentially expressed in the RE group compared with the F group, of which five were upregulated and five were downregulated in the RE group. 

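Among the miRNAs higher after retrieval-extinction than after fear conditioning were mmu-miR-206-3p and miRNAs of myelinating glia. mmu-miR-206-3p, best known from skeletal muscle, was at 41.8 ± 14.7 CPM in the RE group and 14.4 ± 7.55 CPM in the F group (SD, n = 3 each), a log2 fold change of 1.51 (standard error 0.45, adjusted p = 1 from edgeR). Every RE mouse (27.7 to 57.1 CPM) was above every F mouse (9.05 to 23.0 CPM). Its gene lies on chromosome 1 of GRCm38 from 20679010 to 20679082, in an exon of the lincRNA Gm28653. The other muscle miRNA tested, mmu-miR-1a-3p, was at 0.53 (standard error 0.38), and 1 of the pair was higher when adjusted over the list alone. mmu-miR-187-3p was at 31.5 ± 15.9 CPM against 11.3 ± 4.58 CPM (1.44, standard error 0.59).

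Of the oligodendrocyte miRNAs, all 3 tested were higher. mmu-miR-338-3p, from an intron of Aatk on chromosome 11 (120014765 to 120014862), was at 6.66 ± 4.68 CPM against 2.45 ± 1.34 CPM (1.44, standard error 0.65), mmu-miR-219a-2-3p ranged from 3177 to 5020 CPM in the RE mice and from 1922 to 2963 CPM in the F mice (0.72, standard error 0.23), and mmu-miR-219a-5p was at 0.84 (standard error 0.59). The median was 0.84 (camera adjusted p = 0.00106; adjusted p = 0.273 with an estimated correlation), and 1 was higher when adjusted over the list alone. The camera value was 0.0596 without RE replicate 3 and 0.0649 with limma without a filter. When the list was set, it was known that the study reports myelin mRNAs of the same mice as higher in the E and RE than in the F group. The list is therefore not independent of that report.

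mmu-miR-200b-3p was at 44.1 ± 10.4 CPM in the RE group (33.9 to 54.6), a log2 fold change of −1.15 (standard error 0.61) that was −0.17 in the 8 libraries; the miR-200 family had a median of −1.02 (camera adjusted p = 0.426; 0 when adjusted over the list alone).

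By the study's criterion 3 miRNAs were higher, mmu-miR-206-3p, mmu-miR-187-3p and mmu-miR-338-3p, and 0 were lower. edgeR called 0 at an adjusted p under 0.05, with 9 at an unadjusted p under 0.05, and DESeq2 called 0. Without a filter edgeR called 1, a predicted miRNA on chromosome 18. With the term 5 were higher and 2 lower, and in the 8 libraries 8 and 2. mmu-miR-187-3p left the criterion without F replicate 1 or 2 or RE replicate 3 or 5 (0.99 to 1.48), and mmu-miR-338-3p without any library other than F replicate 2 and RE replicate 4 (0.83 to 1.48). mmu-miR-338-3p also left it with DESeq2, DESeq2's size factors, library totals, no filter, the exact test, a robust fit and each limma fit, in all 19 of 22 alternatives. The count was 6 without F replicate 2, and 11 without F replicate 3 or RE replicate 4.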

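After extinction the miR-143 cluster and oligodendrocyte miRNAs were higher than after fear conditioning, and the miR-200 family was lower. mmu-miR-143-3p had a log2 fold change of 1.39 (standard error 0.60), from 6735 ± 2730 CPM in the F group (SD, n = 3). It rose by 1.37 with the term for the library set (standard error 0.24, adjusted p = 0.0278 from edgeR), a fit chosen after seeing the data, and its adjusted p was 0.00118 in the 8 libraries. mmu-miR-143-5p had a log2 fold change of 1.501 (standard error 0.45, adjusted p = 0.72 from edgeR) from 14.9 ± 5.38 CPM, and mmu-miR-145a-5p of 0.97 (standard error 0.30) from 635 ± 47.0 CPM. All 3 tested members were higher (camera adjusted p = 1.69e-05; adjusted p = 0.145 with an estimated correlation), as were 3 when adjusted over the list alone, a list the study chose on these samples.

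mmu-miR-187-3p had the highest log2 fold change of the miRNAs past the criterion, 2.24 (standard error 0.59, adjusted p = 0.72 from edgeR). It was at 30.1, 90.8 and 42.6 CPM in the E mice, each above the F mice (6.35 to 15.4 CPM). mmu-miR-338-3p was at 7.05 ± 3.00 CPM in the E group (1.57, standard error 0.64), and mmu-miR-219a-2-3p at 3624 to 3711 CPM (0.63, standard error 0.23). All 3 oligodendrocyte miRNAs tested were higher (median 1.00, camera adjusted p = 0.000102; adjusted p = 0.191 with an estimated correlation), and 2 were higher when adjusted over the list alone. The study's report of higher myelin mRNAs in the same E mice was known when this list was set.

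mmu-miR-200b-3p was at 18.9 ± 4.18 CPM in the E group, a log2 fold change of −2.36 (standard error 0.64), mmu-miR-429-3p at 9.23 ± 6.49 CPM (−1.83, standard error 0.77), and mmu-miR-200a-3p had −1.86 (standard error 0.65). All 4 tested members of the family were lower, with a median of −1.84 (camera adjusted p = 0.00605; adjusted p = 0.476 with an estimated correlation), and 3 were lower when adjusted over the list alone, which is not independent of the study's choice. In the 8 libraries the log2 fold changes were −1.35 for mmu-miR-200b-3p, −0.70 for mmu-miR-200a-3p and −0.38 for mmu-miR-429-3p, and the camera call was lost there (0.532), with the term (0.131) and without F replicate 1 (0.302) or 3 (0.0508). Of the Dlk1-Dio3 cluster 51 of 63 tested members were lower than after conditioning, with a median of −0.15 (camera adjusted p = 0.0137; adjusted p = 0.223 with an estimated correlation; 0 when adjusted over the list alone). Its call was lost in the 8 libraries (0.519), without a filter (0.112; 0.133 with limma), with the 2 groups only (0.0579), with the exact test (0.212) and without E replicate 2 (0.193) or F replicate 1 (0.287).

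By the study's criterion 4 miRNAs were higher and 3 lower. edgeR called 0 at an adjusted p under 0.05, with 16 at an unadjusted p under 0.05, and DESeq2 called 0. Without a filter edgeR called 4, mmu-miR-143-3p, mmu-miR-187-3p, mmu-miR-200a-3p and mmu-miR-200b-3p, and without F replicate 2 it called 1. With the term 5 were higher and 4 lower, and in the 8 libraries 9 and 4. The criterion was lost by mmu-miR-143-3p without E replicate 1 or 3, any F replicate or RE replicate 5 (1.03 to 1.58), by mmu-miR-338-3p without E replicate 1 or 3 or F replicate 1 or 3 (1.23 to 1.62), by mmu-miR-200a-3p without E replicate 2 or F replicate 1 (−1.62 and −0.92), and by mmu-miR-429-3p without C replicate 3, E replicate 1 or 2 or F replicate 1 (−1.78 to −0.83). With the term mmu-miR-143-3p lost its call without E replicate 2 (adjusted p = 0.0813) or 3 (0.0778) and without F replicate 1 (0.0876), 2 (0.053) or 3 (0.102). In the fit without the term, 12 miRNAs passed the criterion without F replicate 3.

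**Figure D4:**
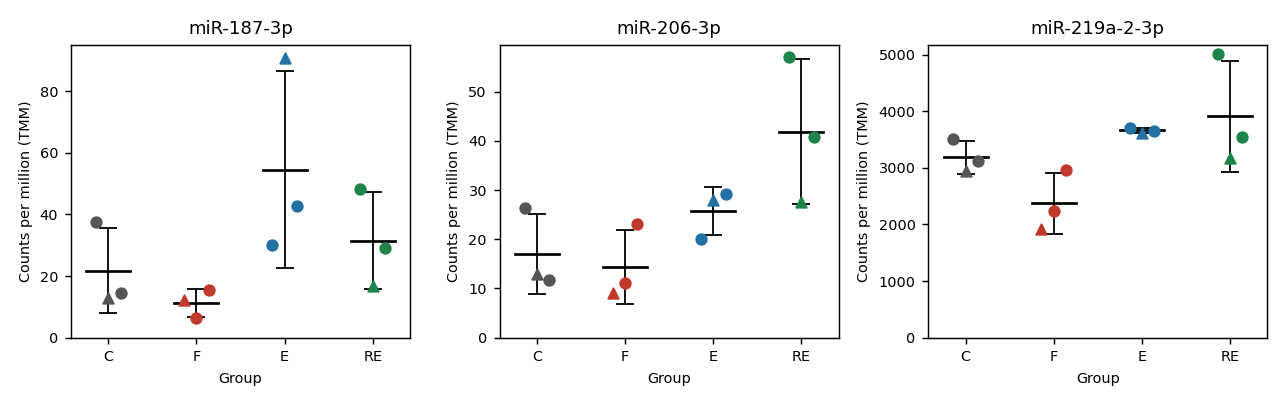
CPM of mmu-miR-187-3p, mmu-miR-206-3p and mmu-miR-219a-2-3p (y axis, after TMM) in the 4 groups (x axis), 1 point per mouse, triangles for the 4 libraries that stand apart and circles for the other 8, with the mean ± SD (n = 3). The E mice of mmu-miR-187-3p lie at 30.1 to 90.8 CPM and its F mice at 6.35 to 15.4 CPM.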

Compared with the F group, six miRNAs were significantly differentially expressed, of which three were upregulated and three were downregulated in the E group. 

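Relative to fear conditioning, mmu-miR-187-3p and mmu-miR-338-3p were past the criterion as higher after both extinction and retrieval-extinction, and 0 miRNAs were past it as lower in both. mmu-miR-200b-3p was lower than in the F group in both, past the criterion after extinction only, and the difference between its log2 fold changes, which is the comparison of RE with E, had an adjusted p = 0.999 from edgeR. Unchanged groups simulated against the same F libraries shared 0.17 miRNAs, and independent lists of these lengths share 0.0278. The number shared was 0 without RE replicate 3 or 5, 5 without F replicate 2, 4 without F replicate 3, and 1 without F replicate 1 or any 1 of the C and E replicates. Without F replicate 2, mmu-miR-200a-3p, mmu-miR-200b-3p, mmu-miR-200c-3p and mmu-miR-429-3p were shared as lower, beside mmu-miR-338-3p as higher. Without a filter on low counts mmu-miR-200b-3p and mmu-miR-200c-3p were shared as lower.

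The log2 fold changes of the 431 miRNAs, which are not independent replicates, had a Pearson correlation of 0.56 between these comparisons, where a simulation without effects gave 0.50 (SD 0.060 over 100 simulations). The covariance was 0.103 and the simulated one 0.0527 (SD 0.0091), a difference of 0.0500. The simulated groups already share their F libraries, but each miRNA was drawn on its own with the spread of the fit with the library-set term. Splitting the 3 F libraries would leave a set of fewer than 2, so whether the excess comes from these F mice could not be checked.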

The commonly upregulated miRNA between the RE and E groups was mmu-miR-187-3p, and the downregulated miRNA was mmu-miR-200b-3p. According to the predicted relationship between miRNA and mRNA, mmu-miR-187-3p had a regulatory relationship with *Fos* and *Ermn*, and mmu-miR-200b-3p had a regulatory relationship with *Cldn11, Ermn, Fos, Mbp, Plp1*, and *Ugt8a*. Combined with their expression relationship, two target gene relationship pairs corresponding to miRNAs were obtained, namely, mmu-miR-187-3p and Fos, mmu-miR-200b-3p and *Cldn11, Ermn, Mbp, Plp1*, and *Ugt8a*. The TargetScan website was applied to predict the circRNAs regulating mmu-miR-187-3p and mmu-miR-200b-3p, and the predicted circRNAs were intersected with the DECs obtained above. As a result, five downregulated circRNAs corresponding to mmu-miR-187-3p and three upregulated circRNAs corresponding to mmu-miR-200b-3p were obtained (Figures 8A,B). Finally, a ceRNA network composed of eight circRNAs, two miRNAs, and six mRNAs that were co-expressed in memory extinction and retrieval-extinction was constructed (Figure 8C). These findings revealed that ncRNAs, specifically circRNAs, and their effective mechanisms are completely different between fear memory formation and extinction.

**Figure 8:**
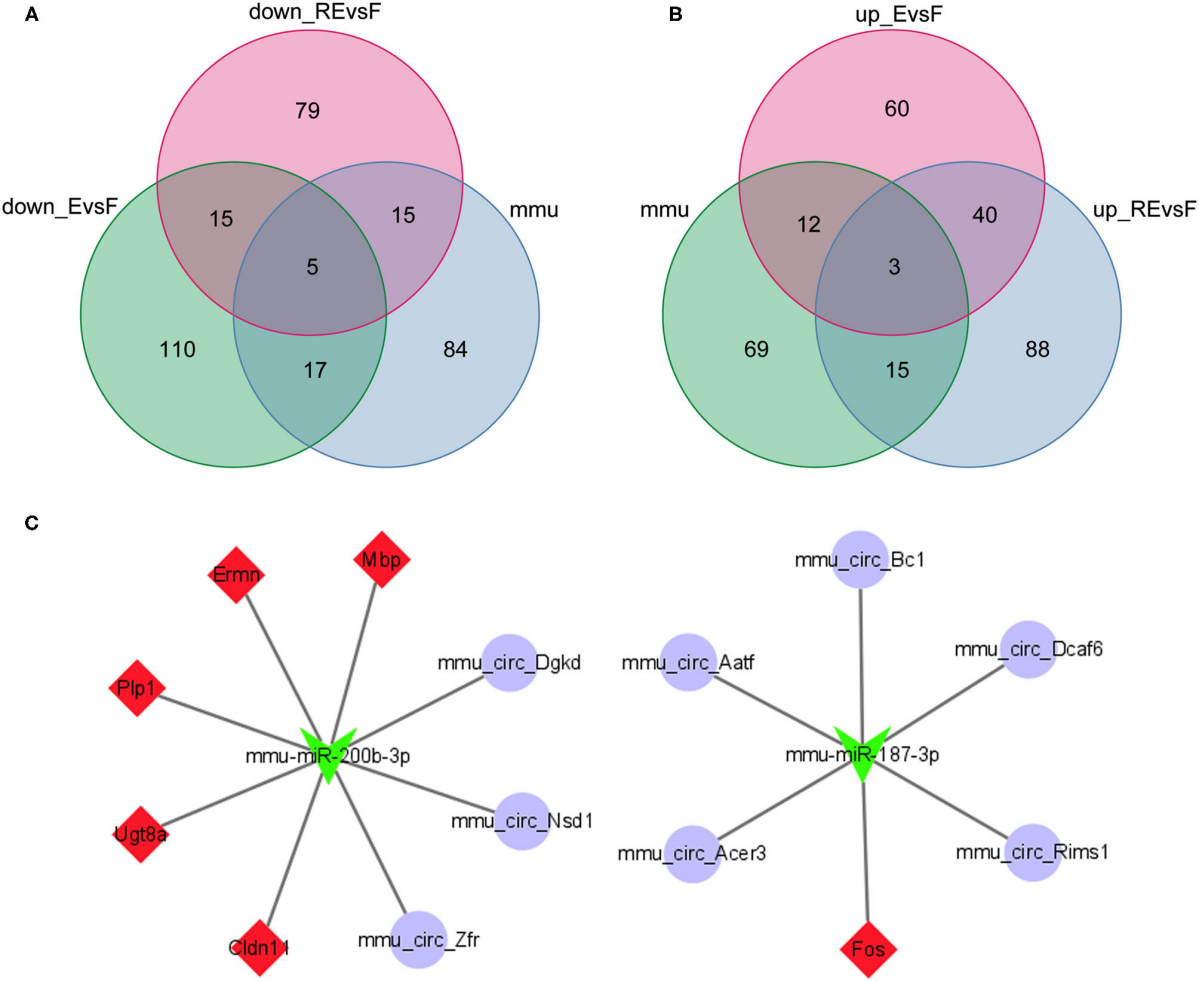
Two circRNA-associated networks were established between F and E/RE. **(A,B)** The obtained circRNAs were presented by the Venn diagram. **(C)** The circRNA-associated ceRNA networks in F and E/RE. The purple circles represented circRNAs, the green arrowhead represented miRNAs, and the red diamonds represented target mRNAs. Network edges represented competitive interactions. F, fear memory formation group. E, fear memory extinction group. RE, retrieval-extinction group.

Moreover, we predicted eight TFs (PRRX2, LHX8, KLF4, HOXA5, GATA1, EN1, DLX1, and BARHL1) for these eight key circRNAs and displayed the number of binding sites between the TFs and these eight circRNAs (Supplementary Figures S9A–H). Then, these eight TFs were incorporated into the regulatory ceRNA network (Supplementary Figure S10).

## Discussion

Extinction with the reconsolidation window, or retrieval-extinction, has attracted increasing research interest as an underlying technique for targeting the reconsolidation of maladaptive memory with a behavioral intervention (Cahill and Milton, 2019). To the best of our knowledge, this study represents the first comprehensive high-throughput sequencing analysis of circRNA, lncRNA, miRNA, and mRNA expression profiles in the mouse model of F, RE, and E. Dysregulated circRNAs, lncRNAs, miRNAs, and mRNAs showed significant differences in expression between the F/RE/E and control groups, RE/E and F groups, and RE and E groups. We considered these transcripts associated with the processes of memory formation, extinction, and updating. Additionally, we clarified the similarities and differences in signaling pathways, participating molecules, and network mechanisms between fear memory formation and extinction or extinction and updating.

For fear memory formation, the changed mRNAs were mostly involved in some neural-related pathways, such as dopaminergic synapses, glycerophospholipid metabolism, axon guidance, cell adhesion molecules (CAMs), and the RAS signaling pathway, and some BPs, such as central nervous system development, cell proliferation and differentiation, calcium ion response and transport, neurotransmitter metabolic process, and cell-cell signaling and behavior. The effects of all of these pathways on fear memory formation have been reported in many studies (Broussard et al., 2016; Nguyen et al., 2017; Ahmadian-Moghadam et al., 2018; Dorninger et al., 2019; Sun et al., 2019; Asai et al., 2020; Yang et al., 2020), indicating that our experimental system is reliable. For memory extinction in mice, the changed mRNAs were mainly involved in the PI3K-AKT signaling pathway, vascular endothelial growth factor (VEGF) signaling pathway, oxytocin signaling pathway, cGMP-PKG signaling pathway, adipocytokine signaling pathway, neuroactive ligand-receptor interaction, and AMP-activated protein kinase (AMPK) signaling pathway (de Aguiar et al., 2013; Singewald et al., 2015; Wang et al., 2015, 2019; Murphy et al., 2017). Subsequently, the mRNAs that were changed after both fear conditioning and fear extinction were subjected to GO and KEGG enrichment annotations. Ten significant GO-BP terms, 4 significant GO-CC terms, 9 significant GO-MF terms, and 12 significant KEGG pathways were annotated. The regulation of transcription and neuroactive ligand-receptor interaction were both significantly enriched in the processes of fear formation and extinction, suggesting that fear memory extinction was also associated with neural cell activation and new protein synthesis, similar to memory formation. However, the fact that common genes accounted for only 10.78% of the total DEGs indicates that the molecular mechanisms involved in these two memory processes are still quite different. In other words, memory extinction is not simply the formation of new safe memory to compete with the original fear memory, as other important mechanisms are also involved.

Then, the molecular networks of fear memory extinction and updating were delineated and compared further. Predictably, genes related to neuroactive ligand-receptor interactions were also involved in memory updating, similar to many other events occurring in the brain. However, other than this pathway, no other enriched pathways were identified, revealing that memory extinction and retrieval-extinction were two independent processes for reducing fear memory. Moreover, compared with memory extinction, genes that were related to the PI3K-AKT signaling pathway, neuroactive ligand-receptor interaction, calcium signaling pathway, transforming growth factor (TGF-β) signaling pathway, and CAMs might play more important roles in fear memory updating.

Circular RNAs are endogenous transcripts with multiple miRNA response elements, indicating that they potentially interact with the miRNA seed region to alter miRNA activity as a ceRNA (Memczak et al., 2013; Guo et al., 2020). Once hub differentially expressed mRNAs were identified, potential common target miRNAs were predicted by miRWalk and TargetScan tools. Then, the circRNAs corresponding to the target miRNAs were predicted using TargetScan tools. Finally, circRNA-miRNA-mRNA networks in different memory stages were established according to ceRNA theory. Dysfunctional circRNA-miRNA-mRNA regulatory networks represent an essential layer of epigenetic control in central nervous system disorders (Wang et al., 2020). Given the bioinformatics analysis results and ceRNA networks, our study identified 14 circRNAs, 2 miRNAs, and 4 mRNAs involved in memory extinction and retrieval-extinction in mice, which constituted 2 ceRNA networks. Between mice in the memory forming and extinction/retrieval-extinction groups, two circRNA-associated ceRNA networks were established based on eight circRNAs, two miRNAs, and six mRNAs. These molecules have rarely been studied in memory formation, extinction, and retrieval-extinction, but some molecules have been found to be abnormally expressed or to play a role in some neurological diseases. For example, circ_Rims1 is expressed at high levels in rats with vascular dementia (Huang et al., 2020). Notably, miR-200a-3p and miR-200b-3p are downregulated in depressive-like and chronic pain models after 4 weeks of short-term stress (Satyanarayanan et al., 2019). Moreover, miR-143-3p plays an important role in sevoflurane anesthesia-induced cognitive dysfunction (Yu et al., 2021). Several clinical observations have indicated that Adra1d plays an essential role in central nervous system processes (Sadalge et al., 2003; Mishima et al., 2004; Aono et al., 2015). Cldn11, a major component of central nervous system myelin, has been reported to be involved in nerve cell formation processes (Brazert et al., 2020). Studies of cultured oligodendrocytes showed that Plp1 alters the expression of other myelin genes and inhibits the differentiation of oligodendrocyte precursor cells (Karim et al., 2007; Miyamoto et al., 2012). Mbp, the second most abundant protein in central nervous system myelin, is responsible for adhesion of the cytosolic surface of multilayered compact myelin (Boggs, 2006). Moreover, Mbp was discovered to be markedly downregulated in the adult hippocampus along with a considerable reduction in the number of myelinated axons (Xu et al., 2017). In our study, Mbp was expressed at high levels in memory extinction and retrieval-extinction, indicating that Mbp played an important role in reducing fear memory. The roles of other molecules in the development of the nervous system have not yet been reported, and thus our results provide new insights into diseases of the nervous system. Besides, it should be noted that several limitations exist in our study. First of all, behavioral operations that happened in memory formation training, extinction training, and R-E training are different to some extent. When only one control group is compared and analyzed, it cannot be figured out that some molecular changes are caused by the differences in behavioral operations or the memory process itself. Therefore, when the data in this paper are referred for further specific memory process research, it would be better to establish their strictly matched control group for data verification. Second, this study was a preliminary exploratory work, and interactive relationships were predicted mainly *via* some bioinformatics analysis of data from three male mice per group, so in the following, more *in vitro* and *in vivo* experiments and more diverse samples are needed to further support these conclusions.

In summary, by performing whole transcriptome sequencing and multiangle bioinformatics analyses, we investigated the similarities and differences in signaling pathways, key molecules, and circRNA-associated network mechanisms between fear memory formation, and extinction. We also investigated two methods (memory extinction and memory retrieval-extinction) that lead to fear memory decay. Additionally, we identified the key circRNAs, miRNAs, and mRNAs involved in memory updating, which might provide some interesting insights into how retrieval-extinction operations consistently alleviate fear memories.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/, GSE185808.

## Ethics Statement

The animal study was reviewed and approved by Shandong First Medical University.

## Author Contributions

YW designed the study and wrote the manuscript. JS, PL, QZ, XC, XZ, XL, JW, and XY performed all the experiments and analyzed the data. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the National Natural Science Foundation (NSFC) (81871059), Academic Promotion Programme of Shandong First Medical University (2019QL016), Shandong Provincial Science and Technology Development Project of Medical and Health (202002050100 and 202002080697), National College Student Innovation and Entrepreneurship Training Program (202110439135), and the Innovation Project of Shandong Academy of Medical Sciences.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Identification of the Similarities and Differences of Molecular Networks Associated With Fear Memory Formation, Extinction, and Updating in the Amygdala
**Source:** Front Mol Neurosci. 2021 Dec 2;14:778170. doi: 10.3389/fnmol.2021.778170
**Supplement:** Supplementary file 1

Supplementary figures

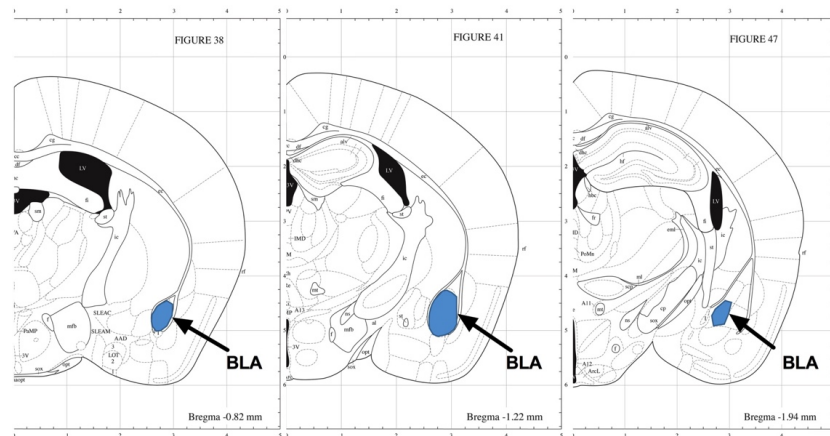

Figure S1. Represented schematic diagram for BLA tissues collection (AP: from -0.82 to -1.94).

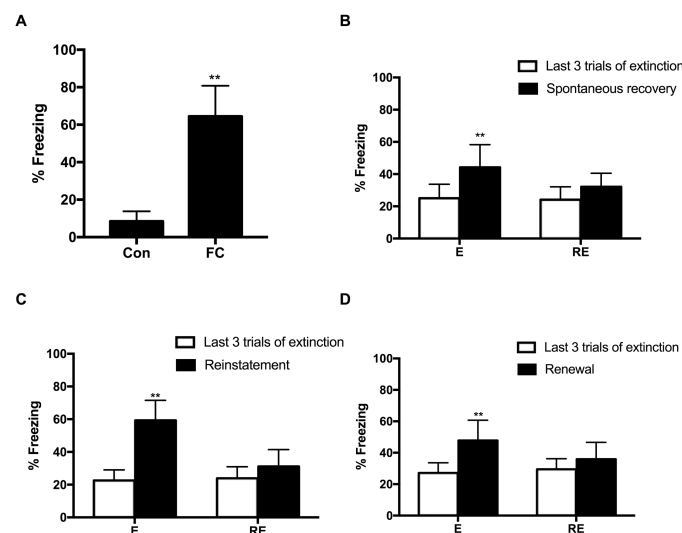

Figure S2. The effects of our different training paradigms on fear memory. A. Fear memory expression after fear conditioning training. Con, control group; FC, fear conditioning training group. **, $p < 0.01$, compared with Con group. B-D. Retrieval-extinction training prevented effectively the spontaneous recovery (B), reinstatement (C) and renewal (D) of cued fear memory from happening. E, extinction training group; RE, retrieval-extinction training group. **, $p < 0.01$,

compared with the means of last 3 trials of extinction. N = 8 per group. All values are presented as the mean $\pm$ S.D.

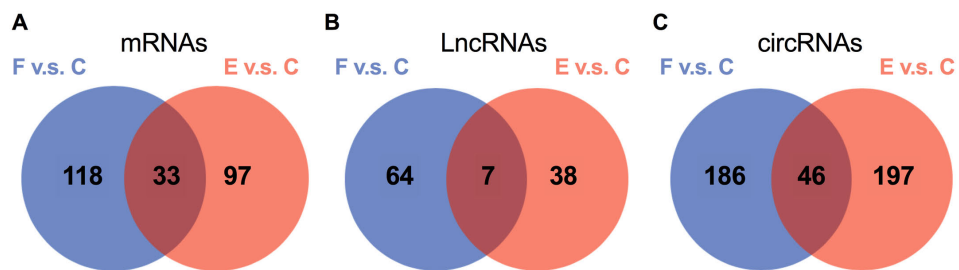

Figure S3. Common changed RNAs after fear memory formation and extinction. Venn diagrams represented the changed mRNAs (A), lncRNAs (B), or circRNAs (C) intersections after fear memory formation and extinction. F, fear memory formation group. E, fear memory extinction group. C, control group.

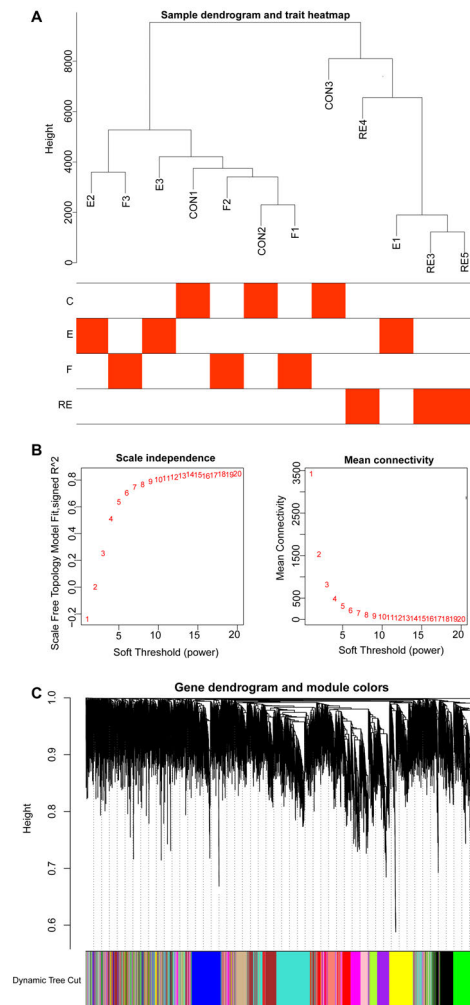

Figure S4. Sequencing results of 12 mice were analyzed by WGCNA. A. Sample clustering was conducted to detect outliers. All samples were located in the clusters and passed cutoff thresholds. B. Soft-thresholding power analysis was applied to get the scale-free fit index of network topology. C. Hierarchical cluster analysis was performed to analyze co-expression clusters with corresponding color assignments. Each color represented a module in the constructed gene co-expression network by WGCNA.

Visualization of PPI networks among 125 genes in E and RE groups. C. The expression levels of the 10 hub genes in E and RE groups were presented.

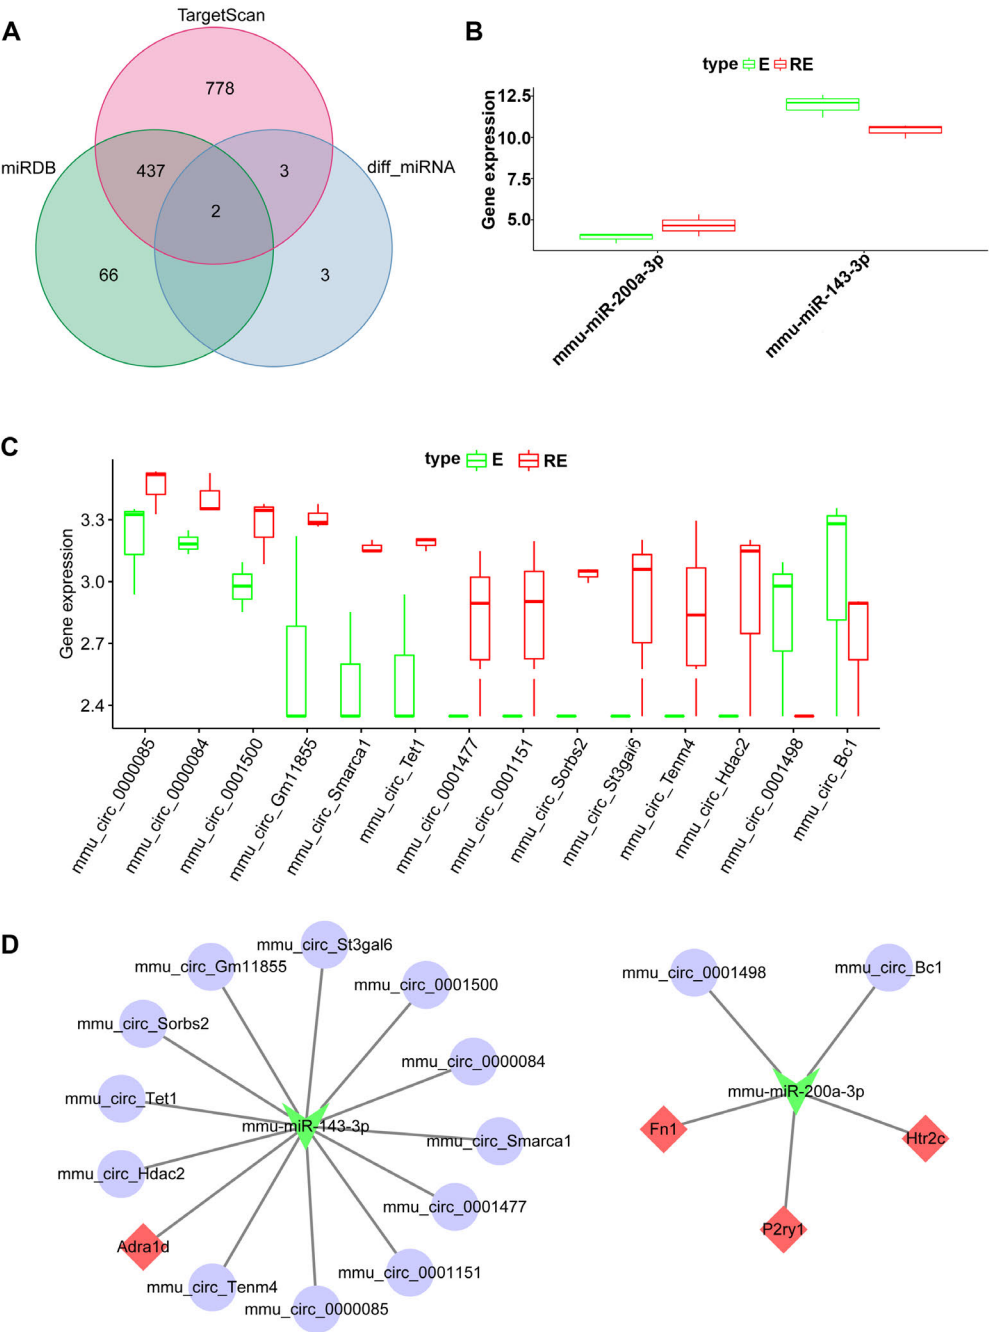

Figure S6. Two circRNA-associated networks were established between E and RE. A. The obtained miRNAs were presented by Venn diagram. B. The expression levels of mmu-miR-200a-3p and mmu-miR-143-3p in E and RE groups were presented. C. The expression levels of 14 circRNAs corresponding to mmu-miR-

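In the values the authors deposited as normalized, which are tag counts scaled by 1 factor per library and rounded to whole numbers, mmu-miR-200a-3p was at 14.3 ± 2.89 in the E group (11 to 16) and 26 ± 12.1 in the RE group (15 to 39; SD, n = 3 each). mmu-miR-143-3p was at 4295 ± 1878 in the E group (2364 to 6114) and 1400 ± 378 in the RE group (970 to 1679). A two-sided exact permutation test gave p = 0.3 for mmu-miR-200a-3p and p = 0.1 for mmu-miR-143-3p, and 0.1 is the smallest p that 3 mice against 3 allow.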

200a-3p and mmu-miR-143-3p in E and RE groups were presented. D. Two circRNA-associated networks were established between E and RE. The purple circles represented circRNAs, the green arrowhead represented miRNAs, the red diamonds represented target mRNAs. Network edges represented competitive interactions. E, fear memory extinction group. RE, retrieval-extinction group.

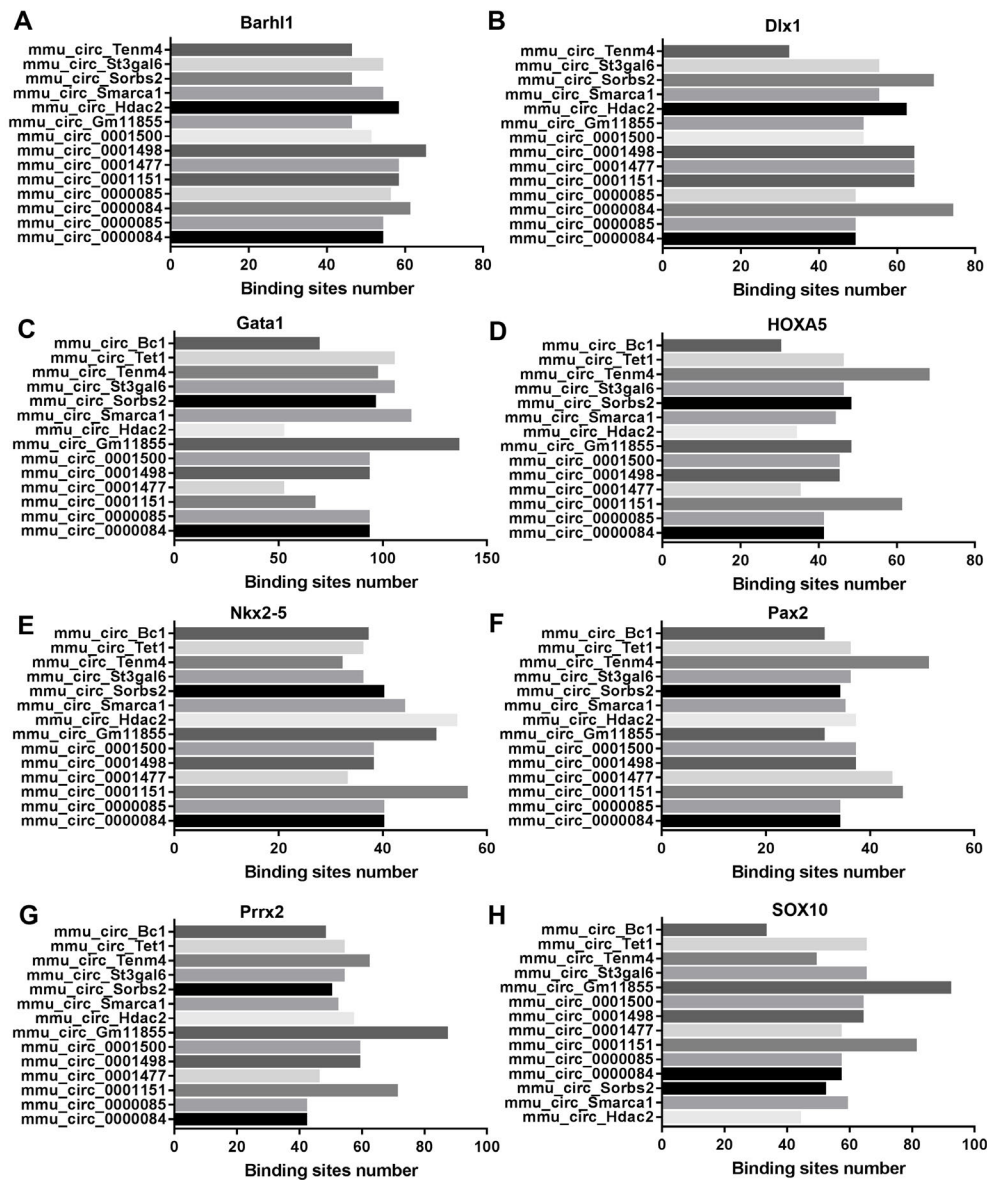

Figure S7. Number of binding sites for each TF to target circRNA that differently changed between RE and E groups. A-H. The binding site number of Barhl1, Dlx1,

Gata1, HOXA5, Nkx2-5, Pax2, Prrx2 and SOX10 corresponding to the 8 circRNAs were presented.

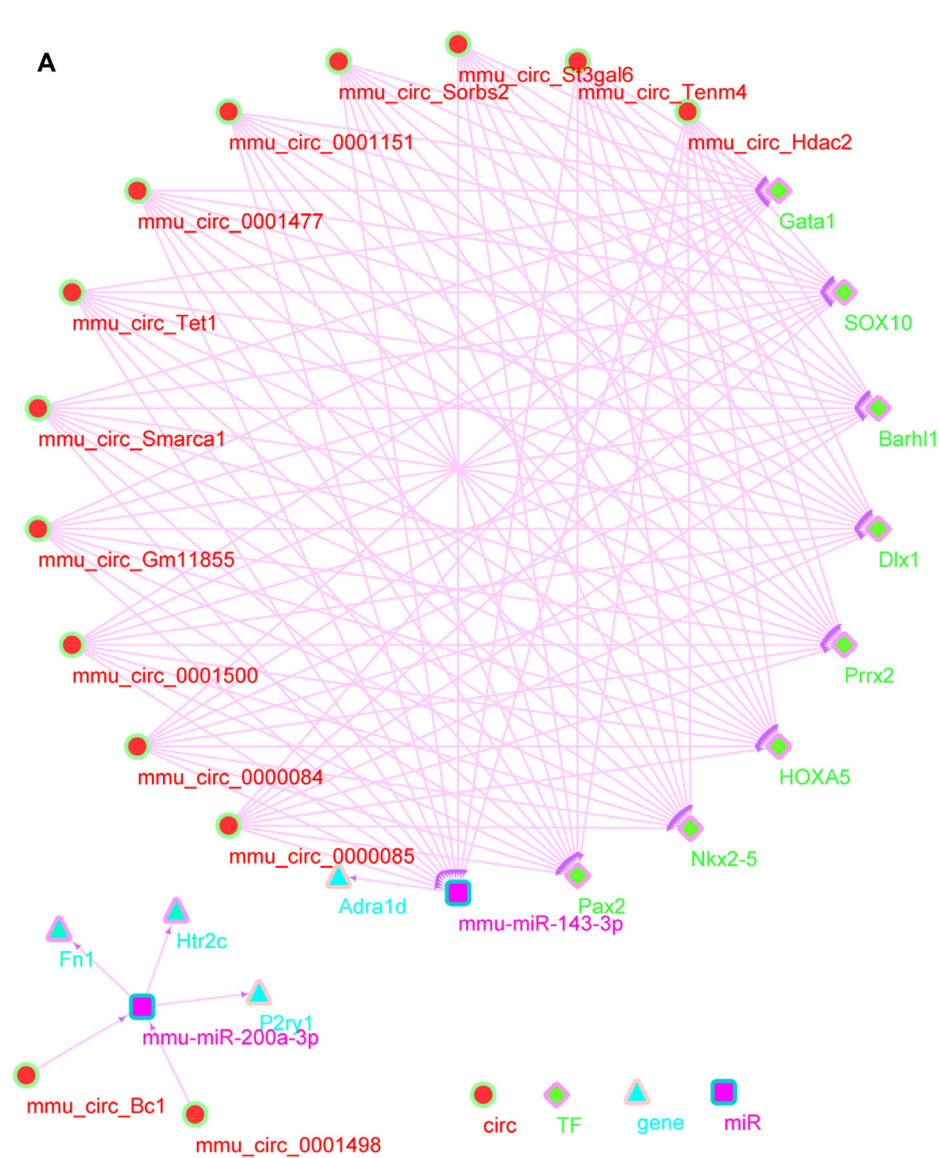

Figure S8. A circRNA-associated ceRNA network was constructed by using circRNAs, miRNAs, mRNAs and TFs in RE and E groups.

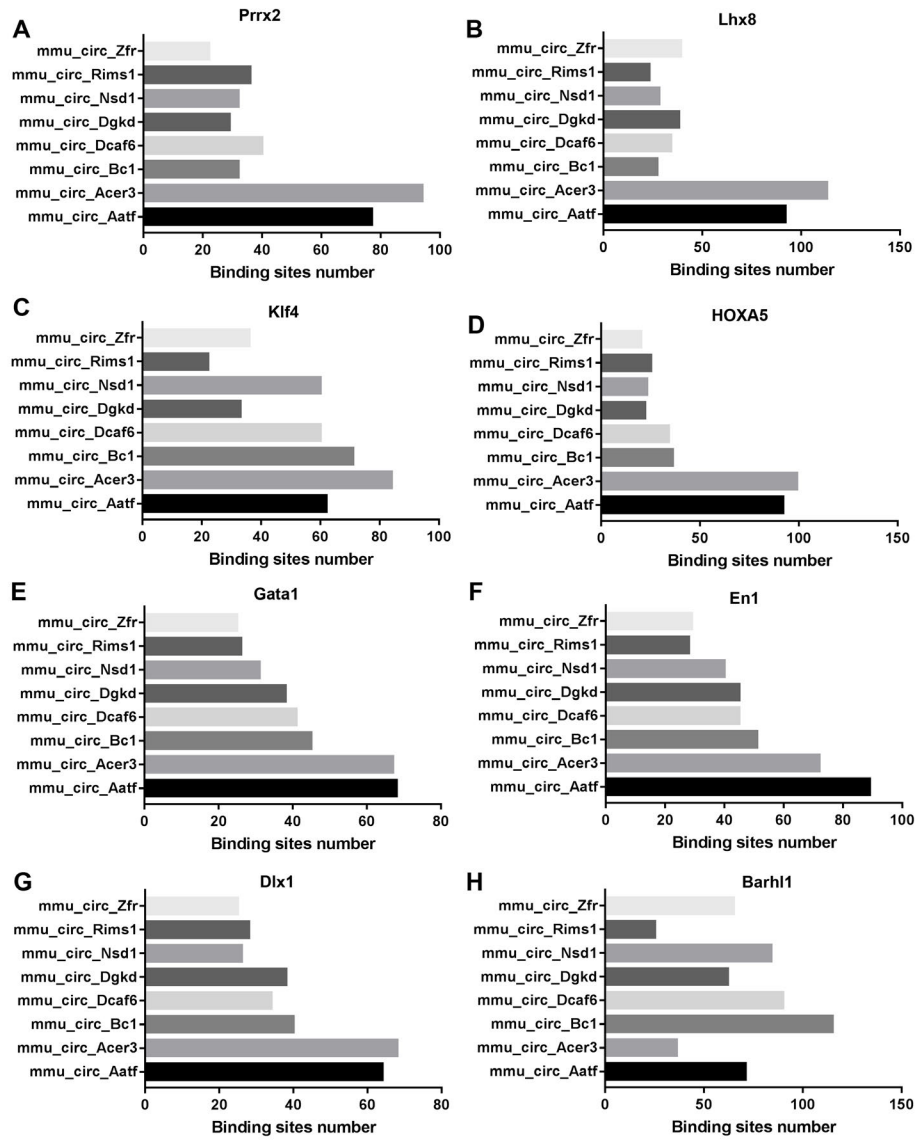

Figure S9. Number of binding sites for each TF to target circRNA that differently changed between F and E/RE groups. A-H. The binding site number of Prx2, Lhx8, Klf4, HOXA5, Gata1, En1, Dlx1, and Barhl1 corresponding to the 8 circRNAs were presented.

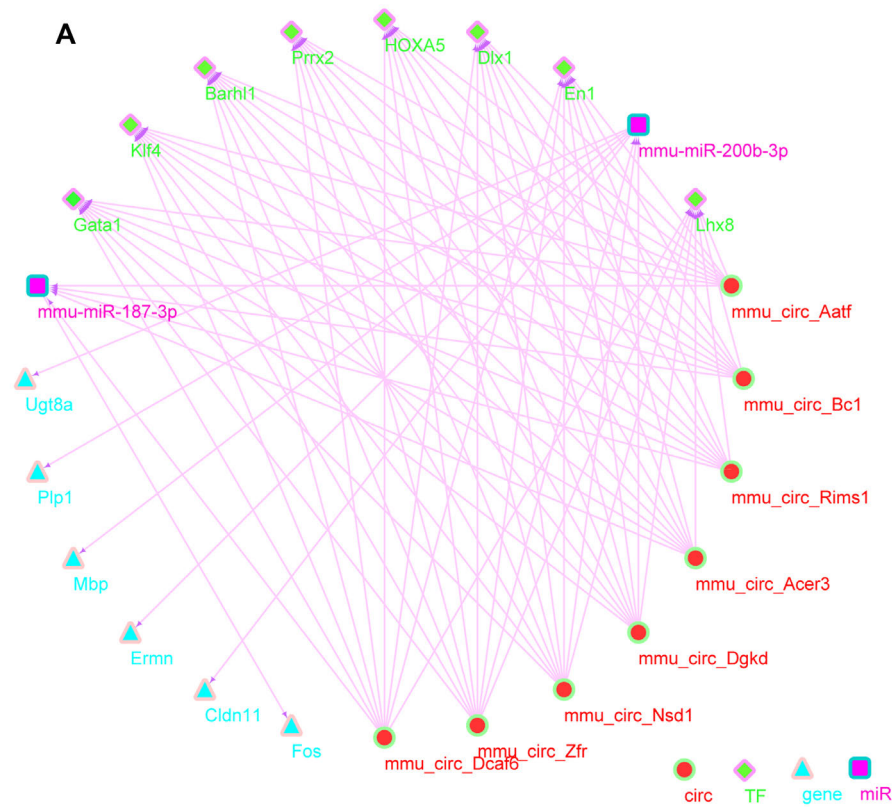

Figure S10. A circRNA-associated ceRNA network was constructed by using circRNAs, miRNAs, mRNAs and TFs in F and E/RE groups.

How the deposited data were processed for this re-analysis (not part of the article)

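Small RNA from the BLA of 12 mice was measured, 3 mice in each of the C, F, E and RE groups, and each library was mapped to its group and replicate by its label. The tissue is that of the paper and of the sample labels; the submitters' design note for the series instead calls the profiles retinal, and this was not resolved. The RE replicates carry the numbers 3 to 5. The authors trimmed adapters with Cutadapt, predicted additional miRNAs with miRDeep2, aligned the reads to mouse precursor miRNAs with Novoalign and deposited the tag count of each mature miRNA in each library. The submitters' processing notes name CASAVA 1.8 and the build hg38, which is a human build; the version of the miRNA reference is not given in the sources used here. The authors also deposited a normalized value per miRNA and library, used here as a score: it is the tag count divided by 1 factor per library, brought to tags per 1e+06 and rounded to whole numbers. Of these scores, 99.4% lay within 0.5 plus 0.1% of the count per 1e+06 of a single total per library. The totals so implied were 4926502 to 10292687, of which the listed counts, with repeated lines counted once, are 22.2% to 25.2%. Over all lines, repeats included, the scores of a library sum to 286926 to 346549.

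The count table has 1169 lines, of which 109 repeat the mature sequence and the counts of another line, some under another name, and were counted once, which left 1060 miRNAs, 307 of them predicted by the authors. Of the 431 miRNAs tested 43 are such predictions; 24 of the 43 lie in or contain an annotated mature sequence and so can share its reads, and 15 lie within a transcript that is not a miRNA. Predicted miRNAs are described here by their chromosome or by the annotated sequence they lie in. Columns of unknown sample numbered 0.

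The counts were tested in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr with a minimum count of 10, and the quasi-likelihood test with all 12 libraries in 1 fit, since the groups then share 1 estimate of the spread. The paper's methods name edgeR and its limits, a log2 fold change of 1 in size and a p of 0.05, and these limits set the counts; the wider limit is 0.58. Adjusted p-values are Benjamini-Hochberg values over all miRNAs tested. CPM for plots of components used a prior count of 2. Fold changes, standard errors and CPM come from the same fit. Shared libraries were handled by 100 simulations of unchanged groups. The authors' normalized values of mmu-miR-200a-3p and mmu-miR-143-3p were compared with a two-sided exact permutation test.

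The miRNAs named are those the paper names in its text and figures, every miRNA past the criterion (up to 20 by p), every miRNA with an adjusted p under 0.05 (up to 20), and up to 4 of the most abundant members of each list named. This rule, the lists and the alternatives were set before the data were examined, except the alternatives named as chosen after seeing the data. The lists are the miR-200 family; the cluster of miR-183, miR-96 and miR-182; the cluster of miR-143 and miR-145; endothelial; erythrocyte; leukocyte and microglia; oligodendrocyte; neuron-enriched; astrocyte; choroid plexus and ependyma; the Htr2c intron; hypothalamus and pituitary; muscle; activity-regulated; earlier reports on fear memory; the miR-17 and miR-106a clusters; the let-7 family; the Dlk1-Dio3 cluster; and the predicted miRNAs. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and with fry, where at least 3 members were tested, adjusted over the 102 tests of 17 lists. Of these, 17 were called with the preset correlation, 0 with an estimated correlation and 0 by fry.

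Alternatives were DESeq2 1.42.0, DESeq2's size factors or library totals in place of TMM, no filter (a minimum count of 1), a stricter filter (a mean count of 50), the 2 groups of a comparison alone, edgeR's exact test, a robust fit, annotated miRNAs alone, limma on the log2 of the authors' normalized values with a pseudocount of 1 or 0.5 and without a filter, each replicate left out in turn and a replicate block. On the log2 scale with a pseudocount, the change of a miRNA with low values is understated. A term for the 4 libraries that stand apart, a fit of the other 8 libraries, and the fits with the term by DESeq2, with DESeq2's size factors and without each replicate were chosen after seeing the data. In the other 8 libraries 424 miRNAs were tested, and DESeq2 covered 430.

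The steps were tested on simulated data. For F against C with 427 miRNAs, the criterion found 37.0% of those changed by a fold of 2 and 92.8% of those changed by a fold of 4. Of 421 miRNAs simulated without a change, 3 passed the criterion and 0 passed an adjusted p of 0.05; with the library-set term 7 passed the criterion, as many as in the real comparison of F with C, with 23 at an unadjusted p under 0.05 and 0 past an adjusted p of 0.05. Among 230 unchanged miRNAs simulated beside changed ones, 1 passed an adjusted p of 0.05 and 10 with the term. With the term the adjusted p found 78.0% of the changes by a fold of 2 and 97.9% of those by a fold of 4, against 38.0% and 81.4% without it. This gain was built in, since the simulated counts were drawn from the fit with the term and the sets were held fixed. The choice of the sets from the data was not simulated. Sequences and positions of named miRNAs were matched to GENCODE M21 on GRCm38. Tables and plots were made with Python 3.11.15 and matplotlib 3.10.9. The total count per library, 1093194 to 2353896, limits the precision for miRNAs at a few CPM, such as mmu-miR-92a-3p and mmu-miR-363-3p. The mRNA, lncRNA and circRNA measurements of the study are not analysed here.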

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

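The fits with the library-set term and in the 8 libraries, and the counts over other splits of the samples, were chosen only after the results were seen.

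The paper states that miRNAs differed between the RE and C groups, but its text gives no number or list of them. By its criterion 12 passed in this comparison, 7 higher and 5 lower in the RE group. mmu-miR-184-3p had a log2 fold change of 1.75 (standard error 0.37, adjusted p = 0.288 from edgeR), mmu-miR-206-3p of 1.295, mmu-miR-128-1-5p of 1.098 (59.0 ± 34.2 CPM in the RE group and 27.4 ± 5.14 CPM in the C group, SD, n = 3 each) and mmu-miR-34a-5p of 1.08 (433 ± 182.9 and 205 ± 53.4 CPM). The miR-200 family members mmu-miR-200b-3p, mmu-miR-429-3p and mmu-miR-200a-3p were at 1.88, 2.04 and 1.60. Lower were mmu-miR-3552 (−1.28), mmu-miR-448-3p (−1.298), mmu-miR-344f-3p (−1.204), mmu-miR-7a-5p (−1.02; 4484 ± 1805 and 9076 ± 4154 CPM) and a predicted miRNA within mmu-miR-448-3p (−1.04). edgeR called 0 of the 431 at an adjusted p under 0.05, with 24 at an unadjusted p under 0.05, and DESeq2 called 3: mmu-miR-184-3p higher, and mmu-miR-1298-3p and mmu-miR-376b-3p lower. Without a filter edgeR called 5, mmu-miR-184-3p, mmu-miR-200a-3p, mmu-miR-200b-3p, mmu-miR-429-3p and a predicted miRNA on chromosome 18, and its exact test called 1. The count was 7 without C replicate 3 or RE replicate 3 and 20 without RE replicate 4, 14 with the term and 16 in the 8 libraries. Of the 12, mmu-miR-184-3p passed with each library left out; the others did not pass without at least 1 library. These were C replicate 1 for mmu-miR-128-1-5p (0.93) and mmu-miR-429-3p (1.87), and C replicate 2 for mmu-miR-206-3p (1.08), mmu-miR-200b-3p (1.56), mmu-miR-3552 (−0.97), mmu-miR-429-3p (2.19), mmu-miR-200a-3p (1.28), mmu-miR-448-3p (−0.77), mmu-miR-34a-5p (0.89), mmu-miR-7a-5p (−0.64) and mmu-miR-344f-3p (−0.60). They were C replicate 3 for mmu-miR-206-3p (1.05), mmu-miR-128-1-5p (1.01), mmu-miR-429-3p (1.95), mmu-miR-200a-3p (1.70), mmu-miR-34a-5p (0.98) and mmu-miR-344f-3p (−1.32), and RE replicate 3 for mmu-miR-206-3p (0.98), mmu-miR-448-3p (−1.18), mmu-miR-34a-5p (0.75), mmu-miR-7a-5p (−0.89), mmu-miR-344f-3p (−0.91) and the predicted miRNA (−0.95). They were RE replicate 4 for mmu-miR-128-1-5p (0.52), mmu-miR-429-3p (1.84) and mmu-miR-448-3p (−1.29), and RE replicate 5 for mmu-miR-3552 (−1.02), mmu-miR-429-3p (1.902), mmu-miR-200a-3p (1.12), mmu-miR-34a-5p (0.95), mmu-miR-7a-5p (−0.97) and mmu-miR-344f-3p (−1.46). Libraries of other groups also decided mmu-miR-34a-5p (E replicate 1, 1.05; E replicate 2 and F replicate 2, 1.04 each) and mmu-miR-344f-3p (E replicates 1 and 3 and each F replicate, −1.25 to −1.23). The 10 splits of these 6 libraries are too few for a share under 0.05: 5 gave as many as 12, and the highest other gave 50, which points to a structure of the samples.

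With the term for the 4 libraries that stand apart, 7 miRNAs changed between the RE and C groups at an adjusted p under 0.05 from edgeR. mmu-miR-184-3p rose by 1.75 (adjusted p = 0.0205), mmu-miR-24-2-5p by 0.69 (0.0205), mmu-miR-132-5p by 0.61 (0.0454), mmu-miR-181a-5p by 0.48 (0.0454; 2179 ± 274 and 1555 ± 138 CPM) and a predicted miRNA within mmu-miR-24-3p by 0.48 (0.0454), mmu-miR-128-1-5p rose as well (0.0454), and mmu-miR-1298-3p fell by 0.87 (0.0205). mmu-miR-132-5p, the other strand of the activity-regulated mmu-miR-132-3p, was at 303 ± 217 CPM in the RE group and 187.3 ± 126.2 CPM in the C group. In the fit without the term mmu-miR-24-2-5p and mmu-miR-132-5p had unadjusted p of 0.588 and 0.497 from edgeR, and the others 0.000667 to 0.0274. That fit called 0 at an adjusted p under 0.05, so all 7 calls came with the term, and mmu-miR-24-2-5p and mmu-miR-132-5p were not under 0.05 there even before adjustment. In the 8 libraries 4 passed: mmu-miR-184-3p (adjusted p = 0.0405) and mmu-miR-34a-5p (0.035) rose, and mmu-miR-1298-3p (0.00527) and mmu-miR-143-3p fell. With the term, the adjusted p of mmu-miR-184-3p was 0.054 without C replicate 1, 0.0951 without C replicate 2, 0.116 without C replicate 3, 0.115 without RE replicate 4 and 0.0573 without RE replicate 5, and the count of 7 became 0 without C replicate 3, 1 without C replicate 2 or RE replicate 5, 2 without C replicate 1, F replicate 1 or 3 or RE replicate 3, 3 without E replicate 1 or 3 or RE replicate 4, 4 without F replicate 2 and 21 without E replicate 2. Of the 10 splits with the term, too few for a share under 0.05, 1 gave as many as 7 and the highest other gave 2.

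The 6 tested miRNAs of the Htr2c intron were all lower in the RE group than in the C group, with a median log2 fold change of −0.69 (camera adjusted p = 6.68e-05; adjusted p = 0.128 with an estimated correlation), and the paper does not discuss them. mmu-miR-1298-3p was at −0.86 (standard error 0.20; 196 ± 44.9 and 355 ± 49.6 CPM, SD, n = 3 each), mmu-miR-1264-5p at −0.71, mmu-miR-1264-3p at −0.67, mmu-miR-1912-3p at −0.60 and mmu-miR-1298-5p at −0.52. Adjusted over the list alone 1 was lower, and 5 with the term. The hypothalamus and pituitary list had a median of −0.78 in the same comparison (camera adjusted p = 0.12; 0 lower when adjusted over the list alone and 3 with the term), and the choroid plexus and ependyma list one of 0.11 (camera adjusted p = 0.923), with mmu-miR-204-5p at −0.68 (standard error 0.39). Both arms of a precursor come from 1 transcript, so these are not 6 independent values. The list was chosen because the study picked Htr2c as a hub gene in RE against E, and the same RE mice enter here.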

How the results depend on the processing

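The library-set term, the 8 libraries and every fit that combines the term with another setting were chosen only after the results were seen. For the 48 miRNAs named in a comparison, 1133 values under the other alternatives gave the same direction and side of the criterion in 907, no longer passed in 185, newly passed in 40 and changed direction in 1, mmu-miR-92a-3p in E against C without E replicate 2 (−0.94; −0.94 to 2.28 over the libraries left out). For the 17 lists called by camera, 366 of 404 values kept the call, 38 lost it and 0 changed direction. In the 8 libraries mmu-miR-363-3p in E against C turned to −0.37, and the miR-183 cluster in F against C turned, with a camera adjusted p of 0.860. With camera's preset correlation the number of lists called stayed within 1.5 times of 17 in every setting run. It was 0 with an estimated correlation and 0 by fry, so the calls depend on that preset value. Except where a sentence names the construction of a setting, the cause was not tested. Depth, 1093194 to 2353896 counts per library, limits miRNAs at a few CPM: with a stricter filter on low counts fewer were tested, and without a filter many more. The fit without a filter also changed the standard errors of abundant miRNAs. In RE against E that of mmu-miR-143-3p went from 0.60 to 0.37 and that of mmu-miR-145a-5p from 0.30 to 0.35, so its calls do not depend on depth alone.

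Without a filter the criterion counts were 9 for F against C, 12 for E against C, 17 for RE against E, 15 for RE against F, 17 for E against F, 20 for RE against C and 20 at the wider limit, with 4, 2, 1, 4 and 5 past an adjusted p of 0.05 in F against C, RE against E, RE against F, E against F and RE against C, 8 over the 4 groups, and overlaps of 2 (F and E against C) and 5 (RE and E against F). With the stricter filter they were 3 for F against C, 1 for E against C, 0 for RE against F, 4 for E against F, 6 for RE against C, 4 at the wider limit and an overlap of 0 for RE and E against F. With library totals they were 3 for F against C, 7 for RE against E and 12 at the wider limit, and the overlap for RE and E against F was 1. Higher and lower were then 3 and 9 in RE against C (7 and 5 with TMM), 1 and 6 in RE against E (1 and 3) and 7 and 3 in E against F (4 and 3). With the 2 groups only the counts were 3 for F against C, 8 for RE against E, 12 at the wider limit and 1 shared by RE and E against F. The exact test gave 8 for F against C, 14 for RE against E, 6 for RE against F, 17 at the wider limit, 1 past an adjusted p of 0.05 in RE against C, and overlaps of 1 and 1. DESeq2 gave 1, 1 and 3 past an adjusted p of 0.05 in F against C, RE against E and RE against C, 3 over the 4 groups and an overlap of 1 for RE and E against F. DESeq2 size factors and the robust fit each gave an overlap of 1 there. limma with a pseudocount of 1 gave 2 for F against C, 1 for E against C, 6 for RE against C and 12 at the wider limit, and with a pseudocount of 0.5 it gave 3 for F against C and 12 at the wider limit. limma without a filter gave 18 at the wider limit and 1 shared by F and E against C; each limma fit gave 1 shared by RE and E against F.

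With the library-set term 7 passed the criterion in E against C, 10 in RE against E, 7 in RE against F and 21 at the wider limit, and 1, 1 and 7 passed an adjusted p of 0.05 in RE against E, E against F and RE against C, with 1 over the 4 groups. In the 8 libraries the criterion counts were 10, 6, 17, 10 and 13 for F against C, E against C, RE against E, RE against F and E against F, and 41 at the wider limit. There 3, 1 and 4 passed an adjusted p of 0.05 in RE against E, E against F and RE against C, 4 over the 4 groups, and 3 were shared by F and E against C and 3 by RE and E against F. DESeq2 with the term gave 3, 2, 9, 3, 10 and 28 past an adjusted p of 0.05 in F against C, E against C, RE against E, RE against F, E against F and RE against C, and 30 over the 4 groups. DESeq2 size factors with the term gave 2 in RE against E and 3 in RE against C.

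Leaving out 1 library in turn, the criterion counts were 4 to 7 for F against C, 1 to 5 for E against C (5 without C replicate 1, 1 without C replicate 3 or F replicate 2), 4 to 14 for RE against E (10 without E replicate 2, 14 without RE replicate 4, 8 without RE replicate 5), 2 to 11 for RE against F (6 without F replicate 2, 11 without F replicate 3 or RE replicate 4), 6 to 12 for E against F (12 without F replicate 3), 7 to 20 for RE against C (7 without C replicate 3 or RE replicate 3, 20 without RE replicate 4) and 6 to 17 at the wider limit (14 without E replicate 2, 17 without RE replicate 4). The numbers past an adjusted p of 0.05 were 0 to 1 in F against C, in E against F and over the 4 groups, each 1 without F replicate 2. The overlap of F and E against C was 0 to 3 (3 without C replicate 2, 1 without F replicate 1), and that of RE and E against F 0 to 5 (0 without RE replicate 3 or 5, 5 without F replicate 2, 4 without F replicate 3, 3 without RE replicate 4, 1 without any other library). With the term the numbers past an adjusted p of 0.05 were 0 to 4 in F against C (1 without F replicate 1, 4 without F replicate 2), 0 to 1 in E against C (1 without E replicate 3), 0 to 4 in RE against F (4 without E replicate 2) and 0 to 21 in RE against C (21 without E replicate 2, 0 without C replicate 3, 1 to 4 without any other). They were 0 to 5 in RE against E (0 without RE replicate 3 or 5, 3 without C replicate 2, 5 without E replicate 2, 2 without C replicate 3, E replicate 1, F replicate 1 or 3 or RE replicate 4), 0 to 4 in E against F (0 without E replicate 2 or 3 or F replicate 1 or 3, 2 without F replicate 2 or RE replicate 3, 3 without C replicate 2, 4 without E replicate 1) and 0 to 4 over the 4 groups (0 without E replicate 2 or RE replicate 3 or 5, 2 without C replicate 2, F replicate 1 or RE replicate 4, 4 without F replicate 2).

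Replicate numbers 1 to 3 recur in the C, F and E groups. Of the 9 pairs of libraries with 1 number, 5 had a correlation of their deviations above 0.1 (−0.72 to 0.74). Of the 9 libraries 1 correlated best with its own number. These correlations follow the library sets, so they cannot show or exclude a pairing. After the difference between the sets was removed, 3 of the 9 pairs were above 0.1 (−0.46 to 0.39). With the replicate block the criterion counts were 4 for F against C, 1 for E against C and 4 for E against F, 0 passed an adjusted p of 0.05 in these, and the overlap of F and E against C was 0. No paired analysis was possible because the RE replicates are numbered 3 to 5 and share at most 1 number with any other group, for the comparisons with RE.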

Differences from the paper's values

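The term for the library set and the 8 libraries were chosen only after the results were seen; the other alternatives named here were set before the data were examined. Counts are at the study's stated limits, and the paper's text does not say which of edgeR's tests gave its p-values.

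In E against C, 3 miRNAs were higher, and the paper's number is 5. The numbers without C replicate 1, C replicate 2 or RE replicate 3 were 4 each and did not differ by this rule. Under all the other alternatives set before the data were examined the number differed. With the term the number was 6, a setting chosen after seeing the values that drops 2 of the 5 the paper lists, mmu-miR-363-3p and mmu-miR-92a-3p, and in the 8 libraries, chosen in the same way, it was 6 and dropped 4, all but mmu-miR-375-3p.

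In RE against E, 1 miRNA was higher, and the paper's number is 3. It was 3 with the 2 groups only, without E replicate 2 and without F replicate 2, and 2 with limma without a filter and without F replicate 1; it differed under the other alternatives. At the limit of 0.58 the number was 1 and the paper's is 4. It was 4 with the 2 groups only, with limma without a filter and without E replicate 2, 6 with the exact test and without RE replicate 4, and 3 without F replicate 2, and differed under the other alternatives.

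In RE against F, 3 miRNAs were higher and 0 lower, and the paper's numbers are 5 and 5. For the higher ones the number was 6 without a filter and without RE replicate 4 and 4 without E replicate 2; for the lower ones it was 4 without F replicate 2 and 5 without RE replicate 4. The other alternatives differed. The 0 lower miRNAs are from edgeR, with 9 at an unadjusted p under 0.05 in either direction, and DESeq2 gave 1 lower. With the term, chosen after seeing the values, 5 were higher, and mmu-miR-200b-3p, 1 of the 2 that the paper names there, was not among the lower ones.

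The paper lists mmu-miR-183-5p among the miRNAs higher in F than in C, where it had a log2 fold change of 1.14 (standard error 0.61) and did not pass the criterion; it passed without a filter, without C replicate 1 (1.64) and without F replicate 2 (1.501). The paper lists mmu-miR-363-3p and mmu-miR-92a-3p as higher in E than in C. They were at 2.00 (standard error 1.16) and 1.38 (0.97); both passed without a filter, and mmu-miR-363-3p without E replicate 3 (2.59). mmu-miR-375-3p, which the paper lists as lower in RE than in E, was at −1.003 (standard error 0.53) and passed without a filter, without E replicate 3 (−1.40), without RE replicate 4 (−1.61), with the term and in the 8 libraries. mmu-miR-145a-5p, listed as lower there, was at −0.997 (standard error 0.30), just inside the limit. It passed with DESeq2 size factors, library totals, DESeq2, no filter, the stricter filter, the 2 groups only, the exact test, annotated miRNAs alone, each limma fit, in the 8 libraries and without any 1 of the C replicates, E replicates 1 and 2 and the RE replicates. The predicted miRNA on chromosome 6 within mmu-miR-101a-3p, which the paper lists as higher in RE, was at 1.26 (standard error 0.94) and passed without a filter, without RE replicate 4 (1.79), with the term and in the 8 libraries. The one on chromosome 18 was at 2.32 (standard error 1.56) and passed without a filter, with the term and in the 8 libraries.

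mmu-miR-200a-3p, which the paper takes as higher in RE than in E at the wider limit, was at 1.04 (standard error 0.64) and passed without a filter and without F replicate 2 (1.07). mmu-miR-200b-3p, which the paper names as lower in RE than in F, was at −1.15 (standard error 0.61) and passed without a filter and without F replicate 2 (−1.59). Without a filter every item of these paragraphs passed, with counts of 9 in F against C, 12 in E against C, 17 in RE against E and 15 in RE against F. The directions of all of them were those of the paper in the fit of 12 libraries.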

Other observations

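Only the tests of the end bases and of the epithelial miRNAs were chosen before their result was seen; all other tests of explanations, and the splits of the samples, were chosen after.

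Several cell types of the BLA gave no list past camera's test in any of the 6 comparisons, with 0 members past it when adjusted over the list alone. The leukocyte and microglia list had its lowest camera adjusted p in F against C (0.145, 6 of 6 positive, median log2 fold change 0.41), the astrocyte list in RE against C (0.0816, 6 of 6 positive, 0.40), the neuron-enriched list in E against C (0.287, −0.13) and the erythrocyte list in E against F (0.452, 0.20). The activity-regulated list, with mmu-miR-132-3p at 1989 ± 365 CPM in the C group and 2479 ± 81.7 CPM in the RE group (SD, n = 3 each), had its lowest in RE against E (0.373, 0.24). The list of earlier reports on fear memory had its lowest in F against C (0.5, 0.14), the miR-17 and miR-106a clusters in RE against E (0.454, −0.27), of which mmu-miR-92a-3p and mmu-miR-363-3p are named by the study, the let-7 family in RE against E (0.424, 0.26), and the predicted miRNAs in F against C (0.847, 0.08). With the term, 3 astrocyte miRNAs were higher in RE than in C when adjusted over the list alone.

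In RE against C the miR-200 list, which the study chose on these samples, had a median of 1.74 (camera adjusted p = 0.00183; adjusted p = 0.476 with an estimated correlation; 3 higher when adjusted over the list alone), and its call was lost with the term (0.0991). The Dlk1-Dio3 cluster was lower in 44 of 63 members, with a median of −0.13 (camera adjusted p = 0.0176; adjusted p = 0.239 with an estimated correlation; 0 when adjusted over the list alone), and its call was lost without a filter (0.121), with the exact test (0.0583), without C replicate 1 (0.0826), C replicate 2 (0.154) or RE replicate 4 (0.137) and in the 8 libraries (0.0514). The muscle miRNA mmu-miR-206-3p was higher in RE than in C when adjusted over the list alone, where the pair with mmu-miR-1a-3p had a median of 0.94. The endothelial pair had medians from −0.09 to 0.16 over the 6 comparisons.

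The 4 libraries that stand apart, 1 of each group, are the first pattern. The first 2 and last 2 bases of 388 miRNAs explained 4.66% of the variance of the difference. This was within the 5.39% that 95% of 10000 shuffles stayed under, and argues against these bases as the main source. It cannot weigh capture that depends on other parts of the sequence. GC content explained 1.47%, which argues against it as well. Another tissue content would move both arms of a precursor together, but the SD of the difference between the arms of 99 precursors was 0.908 times that of unrelated pairs (0.811 to 1.01), which argues against it. The source of the difference stays open, and the design names no condition that follows it.

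The miR-200 family higher in F than in C is the second pattern. Skin or mucosal epithelium in the dissections is argued against by the median log2 fold change of −0.14 of the epithelial miRNAs mmu-miR-203-3p (−0.14) and mmu-miR-31-5p (−0.13), with mmu-miR-205-5p at no more than 3 counts in a library. The split of the libraries stays open, since in the 8 libraries the median was 0.539 times that in all 12, 1.46 against 2.70, while the term, which is balanced over the groups and so can hardly move a group difference, left it at 2.60. Tissue of a sense organ may contribute and cannot be told apart, because the miR-183 cluster was higher by a median of 0.74, between the bounds set for either answer. An effect of the conditioning stays open.

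The cluster of miR-143 and miR-145, lower in RE than in E, is the third pattern. Less vessel tissue of every kind is argued against by the endothelial pair, with a median log2 fold change of −0.0775 with the term. The split of the libraries is argued against, since in the 8 libraries the median was 1.19 times that in all 12. Less blood is argued against as the whole cause, by a bound set after the values were seen: with the term the 5 erythrocyte miRNAs had a median of −0.24 against −1.15 for the cluster, and 4 of them, all but mmu-miR-451a (−0.42, standard error 0.56), lay above −1.15 by more than 2 of their own standard errors. mmu-miR-143-3p was at 17662 CPM in the E group and at 9688, 6735 and 6449 CPM in the C, F and RE groups. In the 8 libraries, however, mmu-miR-143-3p was also lower in the RE than in the C group at an adjusted p under 0.05 from edgeR. With the term it was not (adjusted p = 0.481 from edgeR). Whether the difference is a high level in the E mice, a low one in the RE mice or both stays open, as does an effect of the retrieval tone.

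Other splits of the same samples bear on each count. The 10 splits of the 6 libraries of a comparison are too few for a share under 0.05. As many past the criterion as in the real split were found in 7 of 10 splits for F against C (5 in the real split, 46 in the highest other), 7 for E against C (3 and 14), 6 for RE against E (4 and 27; 6 splits, 7 and 43 at the wider limit), 8 for RE against F (3 and 58) and 6 for E against F (7 and 18). Splits that call several times the real count point to a structure of the samples, the 4 libraries that stand apart. At an adjusted p under 0.05 edgeR called 0 in the real split and 0 in the highest other for each of the 6 comparisons, so all 10 of 10 splits give as many and nothing is decided. With the term 1 split gave as many as the 1 miRNA of RE against E and of E against F, and the highest other gave 0; in F against C, E against C and RE against F the real and the highest other gave 0, in 10 of 10 splits.

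Over the 4 groups edgeR's test of any difference called 0 miRNAs at an adjusted p under 0.05, with 12 at an unadjusted p under 0.05 and 3 by DESeq2. With a real count of 0, all 100 of 100 groupings drawn give as many, which says nothing of chance; the highest other gave 169, which points to a structure of the samples. With the term it called 1, mmu-miR-143-3p (adjusted p = 0.0387), and 11 of 100 groupings gave as many, the highest other 14, so chance is not excluded for that count. At an unadjusted p under 0.05 the term gave 68, and 2 of 100 groupings gave as many, the highest other 77. This count was chosen after its value was seen and the term was drawn from the same data, so chance is not excluded. Without the term 12 were found, and 32 of 100 groupings gave as many (highest other 218). For the 0 miRNAs shared by F and E against C, 100 of 100 groupings must give as many (highest other 97). For the 2 shared by RE and E against F 33 of 100 did (highest other 95), so chance is not excluded.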
